# Rbfox1 up-regulation impairs BDNF-dependent hippocampal LTP by dysregulating TrkB isoform expression levels

**DOI:** 10.7554/eLife.49673

**Published:** 2019-08-20

**Authors:** Francesco Tomassoni-Ardori, Gianluca Fulgenzi, Jodi Becker, Colleen Barrick, Mary Ellen Palko, Skyler Kuhn, Vishal Koparde, Maggie Cam, Sudhirkumar Yanpallewar, Shalini Oberdoerffer, Lino Tessarollo

**Keywords:** RNA regulation, neurotrophins, RbFox, TrkB, Mouse

## Abstract

Brain-derived neurotrophic factor (BDNF) is a potent modulator of brain synaptic plasticity. Signaling defects caused by dysregulation of its Ntrk2 (TrkB) kinase (TrkB.FL) and truncated receptors (TrkB.T1) have been linked to the pathophysiology of several neurological and neurodegenerative disorders. We found that upregulation of Rbfox1, an RNA binding protein associated with intellectual disability, epilepsy and autism, increases selectively hippocampal TrkB.T1 isoform expression. Physiologically, increased Rbfox1 impairs BDNF-dependent LTP which can be rescued by genetically restoring TrkB.T1 levels. RNA-seq analysis of hippocampi with upregulation of *Rbfox1* in conjunction with the specific increase of TrkB.T1 isoform expression also shows that the genes affected by Rbfox1 gain of function are surprisingly different from those influenced by *Rbfox1* deletion. These findings not only identify TrkB as a major target of Rbfox1 pathophysiology but also suggest that gain or loss of function of Rbfox1 regulate different genetic landscapes.

## Introduction

Learning and memory depend on the establishment, maintenance, strengthening or regulated elimination of synapses between neurons. These processes are mediated by neuronal activity and the activity-dependent secretion of factors that act at synapses. BDNF is one of the most potent mediators of synaptic plasticity as it is secreted during Long Term Potentiation (LTP) induction and is functionally essential for acute signaling cascades leading to LTP [reviewed in Lu et al. (2013); Park and Poo (2013). As a consequence, BDNF has a crucial role in cognitive functions (Bambah-Mukku et al., 2014; Panja et al., 2014). Critical insights into BDNF activities in humans have been provided by the identification of a single-nucleotide polymorphism (SNP) in the *BDNF* gene that converts a valine to methionine at codon 66 (Val66Me) (Egan et al., 2003). This polymorphism impairs BDNF trafficking and synaptic localization, causes a reduction in activity-dependent BDNF secretion and is associated with alterations in brain structure and function leading to several neurological and psychiatric disorders (Greenberg et al., 2009; Lu et al., 2013). Genetic or pharmacological manipulations of the levels or activity of the BDNF receptor Ntrk2 (TrkB) also result in impaired LTP and reduced synapse numbers causing deficits in the formation and consolidation of hippocampus-dependent memory (Minichiello, 2009). TrkB receptor signaling depends on the precise pattern of expression of the different isoforms generated by the *Ntrk2* gene, including the full-length tyrosine kinase receptor (TrkB.FL) and truncated receptors lacking the kinase domain (TrkB.T1). Hypomorphic expression of the TrkB.FL causes hyperphagia-induced obesity due to reduced hypothalamic BDNF signaling, while genetic deletion of TrkB.T1 leads to increased anxiety related behavior associated with structural alterations in neurites of the amygdala (Carim-Todd et al., 2009; Xu et al., 2003). Moreover, up-regulation of TrkB.T1 levels in brains of a mouse model with a Chromosome 16 trisomia (Ts16) leads to an increased sensitivity of hippocampal neurons to BDNF deprivation due to a block in TrkB.FL functions (Dorsey et al., 2006). Importantly, alterations in *NTRK2* isoforms receptor levels have also been associated with neuropsychiatric and neurodegenerative disorders (Dwivedi et al., 2003; Ernst et al., 2009a; Ferrer et al., 1999). Because loss and gain of function experiments have stressed the importance of proper TrkB.T1 expression regulation for normal brain development and function, we elected to investigate this mechanism. We took advantage of the observation that the Ts16 mouse model has a TrkB.T1 upregulation, despite having an intact *Ntrk2* locus on Chromosome 13, to identify genes on Chromosome 16 responsible for the dysregulation of TrkB isoforms expression (Dorsey et al., 2006). We identified Rbfox1 as an RNA binding protein that regulates TrkB.T1 receptor levels. Rbfox1 is expressed only in neurons, heart and skeletal muscle, sites with notable TrkB expression. Moreover, *RBFOX1* dysregulation has been associated with intellectual disability, autism, epilepsy and Parkinson disease, pathologies that have been associated with alterations in BDNF signaling as well (Chao et al., 2006; Conboy, 2017; Lu et al., 2013). We found that Rbfox1 upregulation impairs hippocampal BDNF-dependent LTP by specifically increasing TrkB.T1 receptor levels. Although Rbfox1 can regulate the splicing and abundance of many gene isoforms in the nervous system, we show that genetic reduction of the TrkB.T1 isoform in animals with up-regulated Rbfox1 is sufficient to restore hippocampal BDNF*-*dependent LTP, suggesting that *Ntrk2* is a major target of Rbfox1 pathological dysregulation (Fogel et al., 2012; Gehman et al., 2011; Lee et al., 2016; Li et al., 2007; Underwood et al., 2005). Importantly, RNA-seq analysis of hippocampi with Rbfox1 upregulation validates the abnormal TrkB.T1 isoform levels, and also shows that the genes affected by increased Rbfox1 levels are different than those changed by its loss of function, thus suggesting that Rbfox1 has broader genetic targets than previously established.

## Results

We have previously reported that the trisomic TS16 mouse model, which has an extra copy of Chromosome (Chr) 16, has a neuronal upregulation of the TrkB.T1 receptor isoform level (Dorsey et al., 2006). Since, the *Ntrk2* gene is located in Chr 13 (Tessarollo et al., 1993), these data suggested that one or multiple genes present in Chr16 are responsible for this phenotype. A comparison between the genes isolated from brain immunoprecipitation of the spliceosome and bio-informatics analysis of the Ts16 unique region identified two RNA binding proteins, Tra2b (Sfrs10) and Rbfox1 (A2bp1), as potential candidates of TrkB.T1 expression regulation (Li et al., 2007). Tra2b is a ubiquitously expressed splicing factor that contributes to alternative splicing processes in a concentration dependent manner (Elliott et al., 2012). Therefore, we first tested whether *Tra2b* overexpression in neurons can change TrkB isoforms expression levels. However, infection of primary hippocampal neurons with a *Tra2b*-expressing lentivirus did not cause any change in TrkB isoforms expression (Figure 1—figure supplement 1). Next, we tested the RNA binding protein Rbfox1 that, compared to Tra2b, has a more restricted and overlapping pattern of expression with TrkB in organs such as brain, heart and muscle (Li et al., 2007; Stoilov et al., 2002). Western blot analysis of primary hippocampal neurons transfected with a lentiviral vector expressing *Rbfox1* showed increased truncated TrkB receptor levels associated with Rbfox1 overexpression while the TrkB.FL isoform was unaffected (Figure 1A,B). Although TrkB.T1 is the dominant truncated TrkB isoform in mouse brain, the potential presence of other truncated isoforms prompted us to test the identity of the upregulated truncated isoform. As shown in Figure 1A (right panel) western blot analysis with an antibody recognizing the specific 11 amino acid intracellular domain of TrkB.T1 confirmed that TrkB.T1 is the isoform upregulated by Rbfox1. Moreover, QPCR analysis also revealed an increased level of TrkB.T1-specific mRNA while TrkB.FL was unchanged, paralleling the results from the western analysis (Figure 1C).

**Figure 1.**
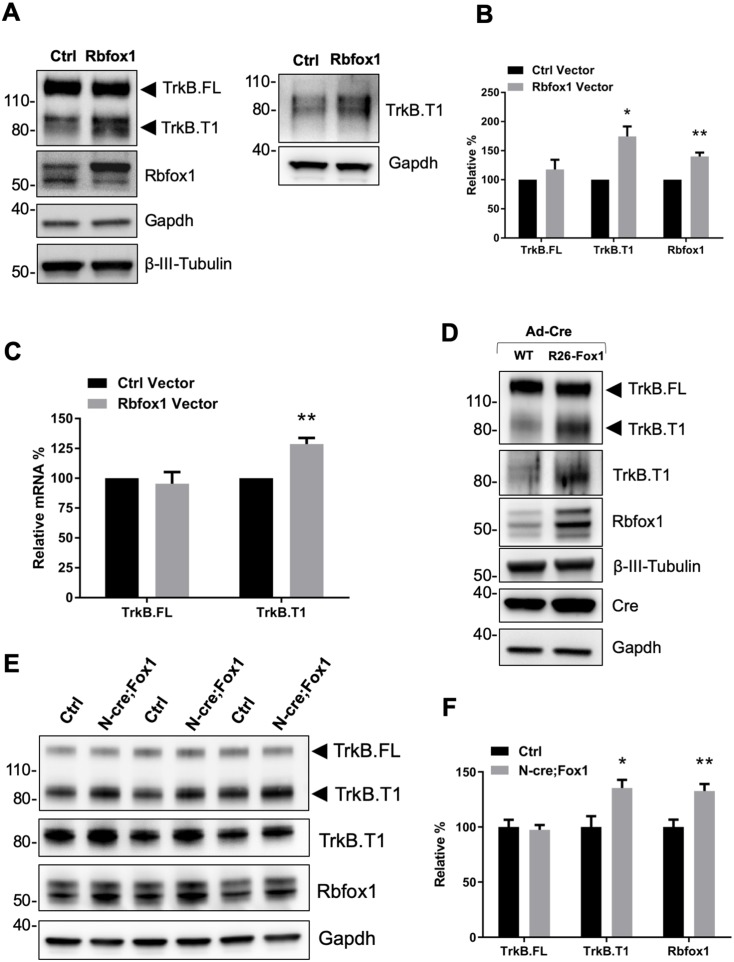
*Rbfox1* upregulation increases truncated TrkB. T1 receptor levels in vitro and in vivo. (**A**) Overexpression of Rbfox1 in mouse primary hippocampal neurons leads to a specific up-regulation of TrkB.T1. Western blot analysis of wild-type mouse primary hippocampal neurons transfected with a lentiviral vector expressing *Rbfox1* (Rbfox1) or eGFP (Ctrl) as a control. Neurons were transfected after 4 days in vitro and analyzed 72 hr after transfection. Ntrk2 (TrkB) protein levels were tested with an antibody against the TrkB extracellular domain to detect all TrkB isoforms (left panel) or an antibody specifically recognizing TrkB.T1 (right panel). Antibodies against Rbfox1 were used to verify Rbfox1 overexpression; Gapdh and β-III-Tubulin were used as control of loading and as a neuronal marker respectively. (**B**) Quantification of TrkB full-length (TrkB.FL) and TrkB.T1 protein from experiments as in A; n = 3 ± SEM. * = p ≤ 0.05, ** = p ≤ 0.01 (Student’s t-test). (**C**) Quantitative PCR analysis of TrkB.FL and TrkB.T1 expression from mouse primary hippocampal neurons as in (**A**); n = 3 ± SEM; ** = p ≤ 0.01 (Student’s t-test). (**D**) Immunoblot analysis of littermates wild-type *R26-Rbfox1*^+/+^ (WT) and transgenic *R26-Rbfox1*^+/flox^ (**R26-Fox1**) primary hippocampal neurons transfected with a Cre-expressing adenovirus (Ad-Cre) and analyzed as in (**A**). (**E**) Immunoblot of hippocampi derived from control *Nes-Cre* animals (Ctrl) and transgenic *Nes-Cre;R26-Rbfox1*^+/flox^ animals (N-cre;Fox1) analyzed with antibodies as in (**A**). (**F**) Immunoblot quantification analysis of TrkB.FL, TrkB.T1 and Rbfox1 protein levels of N-cre;Fox1 relative to Ctrl as in (**E**); n = 6 ± SEM; * = p ≤ 0.05; ** = p ≤ 0.01 (Student’s t-test).

**Figure 1—figure supplement 1.**
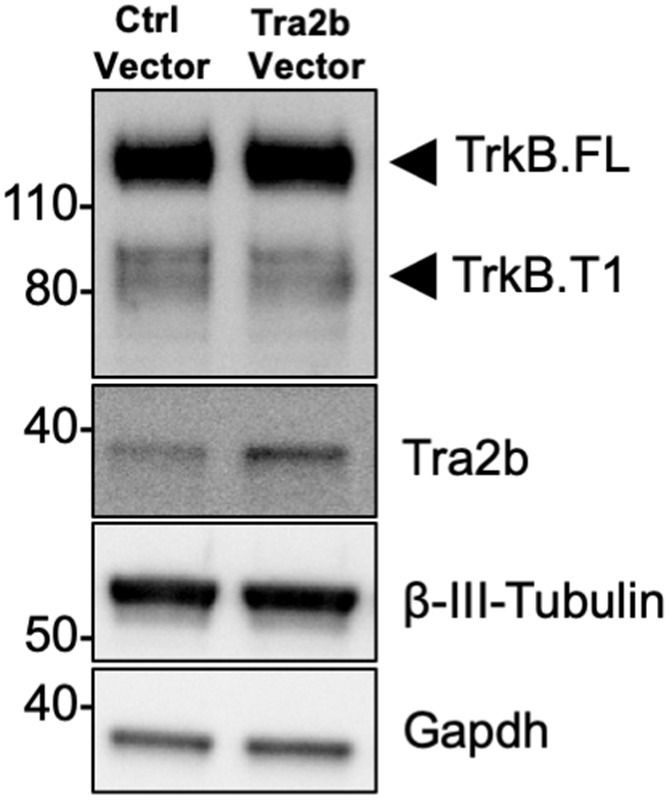
Overexpression of Tra2b does not change TrkB receptor expression. Western blot analysis of wild-type mouse primary hippocampal neurons transfected with a lentiviral vector expressing *Tra2b* or *eGFP* (Ctrl) as a control. Neurons were transfected after 4 days in vitro and analyzed 72 hr after transfection. TrkB protein levels were tested with an antibody against the TrkB extracellular domain to detect all TrkB isoforms. Antibodies against Gapdh and β-III Tubulin were used as control of loading and as a neuronal marker respectively.

**Figure 1—figure supplement 2.**
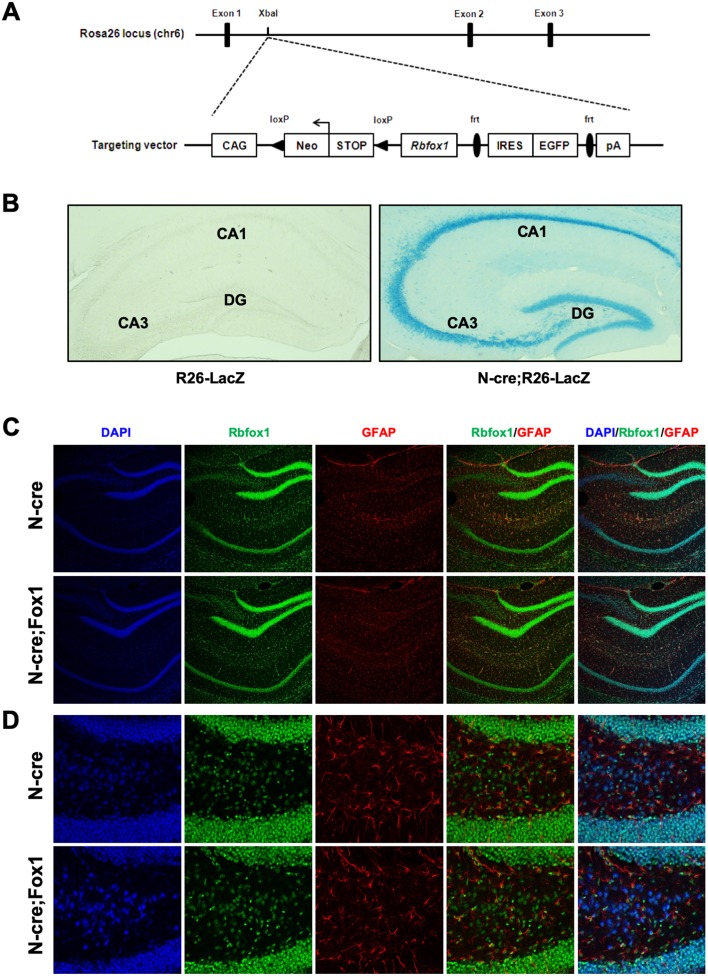
Generation and characterization of a mouse model with inducible *Rbfox1* expression. (**A**) Schematic representation of the targeting vector used to generate the *Rbfox1* conditional transgenic mouse model. The *Gt(ROSA)26Sor* locus (Rosa26) was targeted using a vector including the *Rbfox1* cDNA that can be activated by the CAG promoter after cre-mediated removal of the loxP-flanked STOP-cassette. (**B**) Cre expression under the *nestin* promoter is specific to neurons in the hippocampus. β-Gal staining of the hippocampal area of control (R26-LacZ) and *Nes-Cre;R26-LacZ* (N-cre;R26-LacZ) mice showing robust Nes-cre activity in the granule cells of dentate gyrus (DG) and CA1 and CA3 pyramidal neurons. (**C**) Rbfox1 expression induced by nestin-cre is restricted to the neuronal compartment of the hippocampus. Immunofluorescence staining of N-cre (*Nes*-Cre) and N-cre;Fox1 (*Nes-Cre;R26-Rbfox1*^+/flox^) hippocampi showing similar pattern of Rbfox1 expression. Staining for Rbfox1 (green staining) and glial fibrillary acidic protein (GFAP; red staining) also shows no difference between the control and the N-cre;Fox1 sections. DAPI staining was used for nuclei. (**D**) Higher magnification immunofluorescence staining of DG area from panels in (**A**).

**Figure 1—figure supplement 3.**
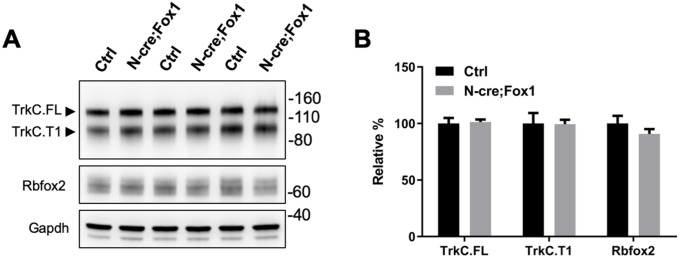
Expression of the TrkC receptor isoforms and Rbfox2 is not affected by Rbfox1 upregulation. (**A**) Western blot analysis of TrkC.FL, TrkC.T1 and Rbfox2 expression in the same hippocampal samples used in Figure 1E, including control *Nes*-Cre animals (Ctrl) and N-cre;Fox1 (*Nes-Cre;R26-Rbfox1*^+/flox^) animals. (**B**) Quantifications of the immunoblots bands as in (**A**); n = 6 ± SEM.

To study the physiological significance of TrkB.T1 upregulation by Rbfox1 we generated a mouse model with an inducible gain of function *Rbfox1* allele. By gene targeting of the *Gt(ROSA)26Sor* locus we introduced one copy of the *Rbfox1* cDNA preceded by the CAG promoter to drive expression (R26-Fox1; Sakai and Miyazaki, 1997). A loxP-flanked stop cassette was inserted between the CAG promoter and the *Rbfox1* c-DNA to allow for conditional activation of the gene (Figure 1—figure supplement 2A). Primary hippocampal neurons from heterozygous *Rbfox1* transgenic mice (R26-Fox1) were isolated and transduced with a *Cre*-recombinase-expressing adenovirus (Ad-Cre) to delete the stop cassette and induce *Rbfox1* expression. Compared to control neurons infected with the Ad-Cre, R26-Fox1 neurons showed increased Rbfox1 expression and subsequent TrkB.T1 upregulation (Figure 1D). These data suggest that this is an efficient model to up-regulate Rbfox1 and further validated our initial observation that lentiviral overexpression of Rbfox1 upregulates TrkB.T1 (Figure 1A–C).

Next, we tested whether Rbfox1 upregulation can regulate TrkB.T1 expression in vivo by crossing the R26-Fox1 model with the *Nes-cre* (N-cre) mouse (Tronche et al., 1999). First we tested *Nes-cre* expression in the hippocampus by crossing it with a *Gt(ROSA)26Sor-LacZ* (R26-LacZ) reporter mouse. β-Galactosidase staining (X-Gal) of the hippocampal area showed LacZ activity in granule cells of dentate gyrus (DG) and pyramidal cells of CA1 and CA3 regions, as previously reported (Chen et al., 2016; Schultz et al., 2011) (Figure 1—figure supplement 2B). Importantly, *Nes-Cre* (N-cre) crossing with the R26-Fox1 transgenic mouse (N-cre;Fox1) showed that hippocampal Rbfox1 expression is similar between N-cre and N-cre;Fox1 mice, and Rbfox1 expression does not co-localize with the glial marker, glial fibrillary acidic protein (GFAP) (Figure 1—figure supplement 2C,D). These data demonstrate the relevance of this model to study Rbfox1 neuronal up-regulation in vivo. N-cre;Fox1 animals showed a modest 25% increase of *Rbfox1* mRNA level in the hippocampus (data not shown). At the protein level, similar to what observed in vitro, N-cre;Fox1 hippocampi had a significant 35% increase in TrkB.T1 associated with about 33% Rbfox1 protein upregulation, while TrkB.FL level was unaffected (Figure 1E,F). mRNA analysis also showed that TrkB.T1, but not TrkB.FL was significantly increased as a consequence of Rbfox1 upregulation (data not shown). Importantly, this model leads to a relatively modest up-regulation of Rbfox1 expression suggesting its validity to study the physiological consequences of Rbfox1 dysregulation.

To further test the specificity of this phenotype, we also investigated the protein levels of Ntrk3 (TrkC), another *Ntrk* family member also expressed in hippocampal neurons (Tessarollo et al., 1993), in the same N-cre;Fox1 hippocampi and found that the levels of TrkC isoform receptors were unaffected by in vivo Rbfox1 upregulation (Figure 1—figure supplement 3).

Since Rbfox1 upregulation increases TrkB.T1 expression in vivo (Figure 1E,F) we also tested whether lower levels of Rbfox1 cause a reduction of TrkB.T1 expression. Western blot analysis of hippocampi dissected from *Rbfox1* heterozygous (Gehman et al., 2011) animals showed a significant 50% reduction in Rbfox1 protein levels. However, there was no change in TrkB.T1 or TrkB.FL receptor isoforms expression (Figure 2A,B). Therefore, we tested whether other *Rbfox* family members could compensate for the partial loss of *Rbfox1*. Hippocampal lysates from *Rbfox1* heterozygous animals showed a significant 35% upregulation of Rbfox2 whereas Rbfox3 expression was unchanged [Figure 2A,B; (Vuong et al., 2018). This result strongly suggests that *Rbfox1* is haploinsufficient. Moreover, it suggests that Rbfox2 is upregulated by Rbfox1 reduction providing a possible explanation for why TrkB receptor isoform expression is not altered in the hippocampus of *Rbfox1* heterozygous mice. To further test compensatory mechanisms by other *Rbfox* genes, we overexpressed *Rbfox2* and *Rbfox3* in primary hippocampal neurons by lentiviral transduction. Interestingly, overexpression of Rbfox2 but not Rbfox3 caused TrkB.T1 upregulation as observed in N-cre-Rbfox1 transgenic mice (Figure 2C,D) suggesting functional redundancy at least in the context of TrkB.T1 receptor regulation. However, contrary to the upregulation of Rbfox2 caused by loss of one *Rbfox1* allele, Rbfox2 expression was not downregulated in response to increased Rbfox1 expression (Figure 1—figure supplement 3).

**Figure 2.**
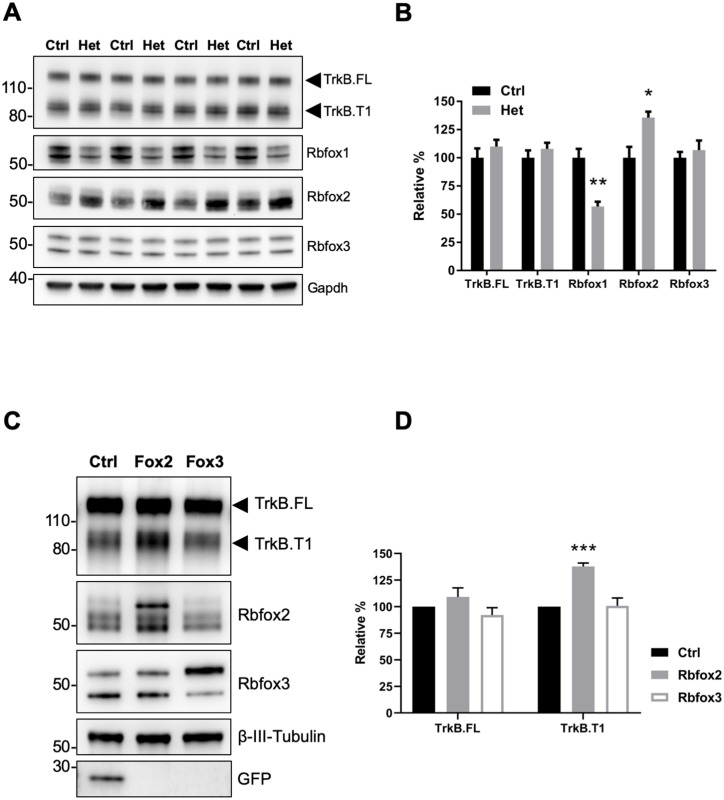
Rbfox2 compensates for *Rbfox1* heterozygosity in vivo and its overexpression increases TrkB. T1 receptor levels. (**A**) Western blot analysis of control (Ctrl) and *Rbfox1*^+/-^ (Het) mouse hippocampus with antibodies against TrkB, Rbfox1, Rbfox2, Rbfox3 and Gapdh (used as loading control). (**B**) quantifications of immunoblots bands from (**A**) relative to Ctr (100%); n = 4 ± SEM; *p≤0.05; **p≤0.01 (Student’s t-test). (**C**) Overexpression of Rbfox2, but not Rbfox3 up-regulate TrkB.T1 expression in primary hippocampal neurons. Western blot analysis of wild-type mouse primary hippocampal neurons transfected with a lentiviral vector expressing *eGFP* as a control (Ctrl), *Rbfox2* (Fox2) or *Rbfox3* (Fox3). Neurons were transfected after 4 days in vitro and analyzed 72 hr after transfection by immunoblot with antibodies against TrkB extracellular domain to detect all TrkB isoforms, GFP, Rbfox2, Rbfox3 and β-III-Tubulin as loading control and neuronal marker. (**D**) Quantification of TrkB full-length (TrkB.FL) and TrkB.T1 protein from experiments as in (**C**); n = 3 ± SEM. *** = p ≤ 0.001 (Student’s t-test).

The finding that overexpression of Rbfox1 causes a specific increase in the amount of TrkB.T1 mRNA without affecting the full-length receptor (TrkB.FL) suggests that Rbfox1 may act by increasing TrkB.T1 mRNA stability or expression and not as an alternative splicing factor. Therefore, we first analyzed Rbfox1 iCLIP datasets in brain to investigate the presence of *Ntrk2* transcripts among the Rbfox1 targets (Figure 3A; Damianov et al., 2016). iCLIP experiments were performed from two distinct mouse brain nuclear fractions including a high molecular weight fraction (HMW) which is more intimately associated with chromatin and enriched in pre-mRNA species, and a more soluble nuclear fraction which excludes chromatin associated protein like histone H3 and is enriched in mature mRNAs (Damianov et al., 2016). Analysis of both HMW and soluble nuclear fractions showed several iCLIP-hits along the *Ntrk2* sequence covering both intronic as well as 3’-UTR regions of the gene, suggesting direct binding of Rbfox1 to *Ntrk2* transcripts (TrkB.FL and TrkB.T1) (Figure 3A).

**Figure 3.**
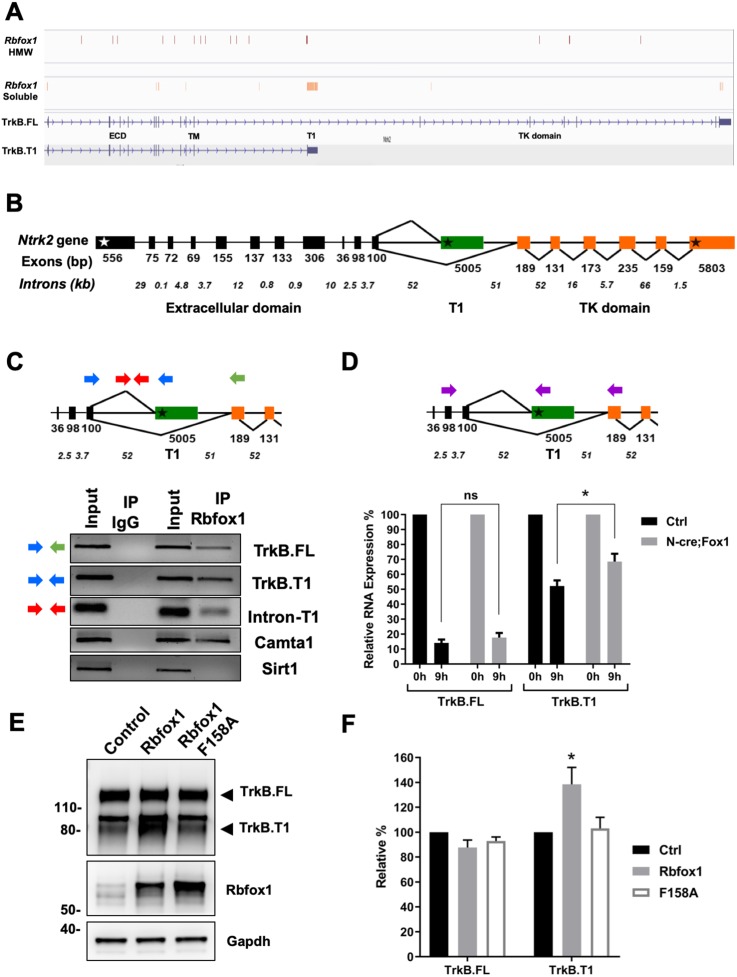
Rbfox1 upregulation increases mRNA stability of the TrkB. T1-isoform and its RNA binding function is necessary to increase TrkB.T1 receptor levels. (**A**) Rbfox1 iCLIP analysis of mouse brain chromatin associated high molecular weight nuclear fraction (HMW) or soluble nuclear fraction (Soluble) (Damianov et al., 2016) showing association of Rbfox1 to TrkB transcripts in both HMW (vertical red bars) and soluble (vertical orange bars) nuclear fractions. Extracellular domain (ECD), specific TrkB.T1 region (**T1**) and tyrosine kinase domain (TK domain) are also indicated. (**B**) Schematic representation of the murine *Ntrk2* gene. Exon lengths are indicated in base pairs (bp) while intron lengths are indicated as kilo-bases (kb). White and black stars indicate the start and stop codons respectively. (**C**) Agarose gels of RT-PCR amplification products from an RNA immunoprecipitation (RIP) analysis of wild type primary hippocampal neurons with an Rbfox1 antibody; input samples are from the PCR amplification of the RNA and antibody mixture before the immunoprecipition (IP) with mouse IgG or Rbfox1 antibodies. Indicated exonic (blue and green arrows) and intronic (red arrows) primers were used for the analysis. Note the presence of RT-PCR amplification bands following Rbfox1 IP for both TrkB.FL and TrkB.T1 and a proximal intronic region upstream of the specific TrkB.T1 exon, *Camta1* (positive control; Gehman et al., 2011; Lee et al., 2016), but not *Sirt1* (negative control). (**D**) Pulse-chase mRNA stability assay in primary hippocampal neurons derived from littermate control *R26-Rbfox1*^+/flox^ (Ctrl) and *Nes*-Cre;*R26-Rbfox1*^+/flox^ (N-cre;Fox1) embryos. Nascent RNA of primary neurons was labeled with 5-EU for 5 hr (pulsing) followed by QPCR analysis at 0 and 9 hr using c-DNA specific primers (purple arrows in schematic) for TrkB.FL and TrkB.T1. Values at 9 hr are expressed as percentage relative to 0 hr. n = 6 ± SEM; ns = p > 0.05; * = p ≤ 0.05 (Student’s t-test). (**E**); Rbfox1 RNA binding activity is required to promote TrkB.T1 up-regulation. Western blot analysis of wild-type mouse primary hippocampal neurons transfected with an adenovirus expressing WT *Rbfox1* (Rbfox1) or an *Rbfox1* with a mutation in the RNA binding domain (Rbfox1-F158A). Neurons were transfected after 4 days in vitro and analyzed 48 hr after transfection. (**F**) Quantification of TrkB.FL and TrkB.T1 protein from experiments as in E; n = 3 ± SEM. * = p ≤ 0.05, (Student’s t-test).

**Figure 3—figure supplement 1.**
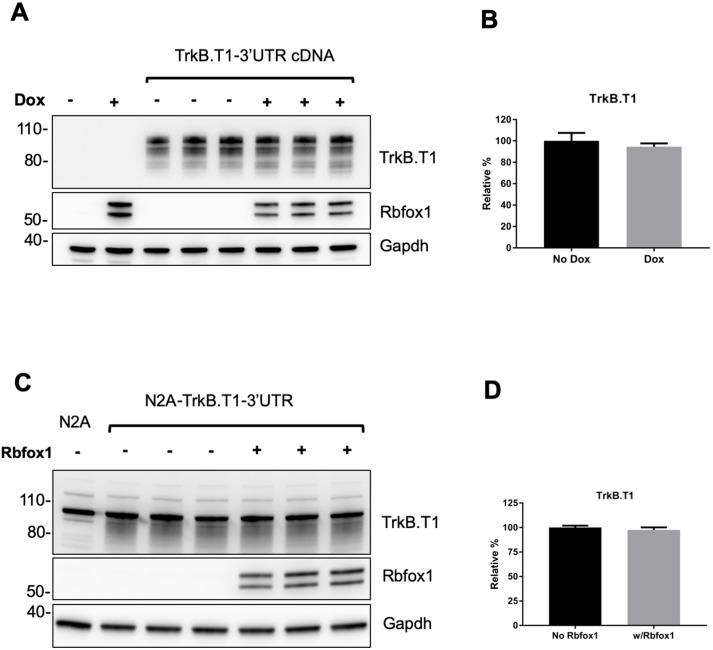
The TrkB. T1 3'UTR does not contribute to TrkB.T1 mRNA expression changes caused by Rbfox1 overexpression. (**A**) Western blot analysis of lysates from a Doxycycline (Dox) inducible HEK293-*Rbfox1* cell line transfected with a TrkB.T1 cDNA containing the 3'UTR sequence. *Rbfox1* expression was induced by 0.5 µg/ml Dox and samples were analyzed 48 hr after the transfection of the TrkB.T1-3'UTR cDNA. (**B**) Quantification of the TrkB.T1 specific bands from (**A**); n = 3 ± SEM. (**C**) Western blot analysis of lysates from the neuroblastoma cell line Neuro-2a (N2A) stably expressing TrkB.T1 with the 3’UTR sequence (N2A-TrkB.T1-3’UTR). *Rbfox1* cDNA was transiently transfected into N2A-TrkB.T1-3’UTR cells and TrkB.T1 levels were analyzed 48 hr after the transfection and quantified in (**D**); n = 3 ± SEM.

**Figure 3—figure supplement 2.**
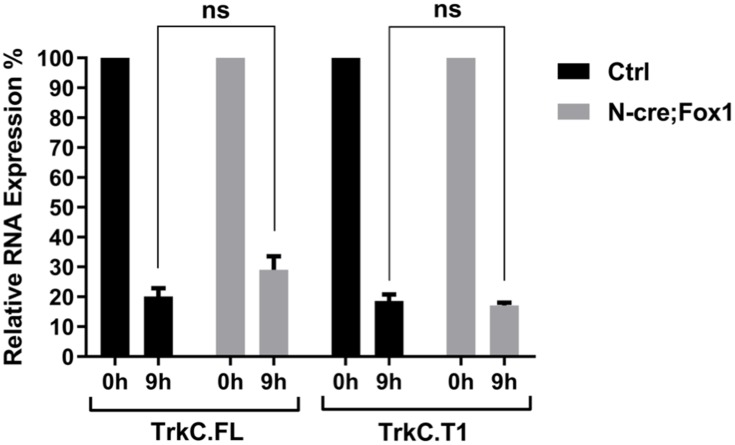
Rbfox1 upregulation does not change TrkC isoforms RNA stability. Analysis of TrkC.FL and TrkC.T1 from the same pulse-chase mRNA samples shown in Figure 3D. QPCR analysis was performed using specific primers for TrkC.FL and TrkC.T1 mRNAs. Values at 9 hr are expressed as percentage relative to 0 hr. n = 6 ± SEM; ns = p > 0.05 (Student’s t-test).

To further validate Rbfox1 binding to *Ntrk2* mRNAs we performed RNA immunoprecipitation (RIP) experiments (Figure 3C) (Jayaseelan et al., 2011). Lysates from wild type hippocampal neurons were subjected to immunoprecipitation (IP) with a Rbfox1 specific monoclonal antibody (1D10, a kind gift of Dr. Douglas Black) followed by RT-PCR analysis to detect bound RNA. While immunoprecipitation with control IgG failed to pull down any of the tested mRNA, IP with the anti-Rbfox1 antibody pulled down both the TrkB.FL and TrkB.T1 mRNA as well as a proximal intronic region upstream of the specific TrkB.T1 exon (Figure 3C), confirming the association found in the iCLIP experiments. Calmodulin-binding transcription activator 1 (*Camta1*) mRNA, used as positive control (Gehman et al., 2011; Lee et al., 2016), was also pulled down whereas *Sirtuin 1* (*Sirt1*), used as a negative control, was not, even though it is present in the neuron lysates like all the other mRNAs (Figure 3C, Input lanes).

The iCLIP analysis also showed the presence of hit-clusters in the TrkB.T1 3’-UTR region of both TrkB.FL and TrkB.T1 (Figure 3A) suggesting a possible role for Rbfox1 in stabilizing TrkB mRNAs by antagonizing specific miRNAs binding to the 3' UTR (Lee et al., 2016). Therefore, we generated a HEK293 cell line with doxycycline-inducible *Rbfox1* expression and transfected it with TrkB.T1 cDNA containing the 3’UTR sequence (Figure 3—figure supplement 1A,B). Surprisingly, despite the presence in the 3’UTR of six ‘GCATG’ Rbfox1 binding sites, expression of Rbfox1 caused no change in the level of expression of TrkB.T1 suggesting that the TrkB.T1 mRNA isoform is regulated by Rbfox1 through a different mechanism not involving the 3’UTR region. Similar experiments done in a mouse neuroblastoma cell line (Neuro-2a) confirmed that this result is independent of the cell type (Figure 3—figure supplement 1C,D).

Since Rbfox1 binds both TrkB.T1 and TrkB.FL mRNAs, we next tested whether Rbfox1 upregulation differentially regulates the stability of the two mRNA isoforms by using ethynyl-uridine (EU) to label new nascent RNA followed by purification and QPCR analysis. Measurements of newly synthesized *Ntrk2* mRNAs levels with basal or up-regulated expression of Rbfox1 showed that TrkB.T1, but not TrkB.FL mRNA was significantly stabilized (p = 0.03) in primary hippocampal neurons by the increased levels of Rbfox1 (Figure 3D). Testing of the same samples for *Ntrk3* (TrkC) mRNA transcripts, showed that neither TrkC.FL nor the truncated TrkC.T1 mRNA stability was affected by Rbfox1 upregulation (Figure 3—figure supplement 2). These data suggest a specific role of this RBP in stabilizing the TrkB.T1 mRNA receptor isoform.

We next asked whether Rbfox1 RNA binding activity is required for increasing TrkB.T1 levels. Adenoviruses containing a wild type or a *Rbfox1* mutant lacking RNA binding capability (F158A) were used to transduce primary hippocampal neurons (Hakim et al., 2010; Jin et al., 2003). As shown in Figure 3E–F, overexpression of Rbfox1-mutant failed to increase TrkB.T1 levels suggesting that Rbfox1 RNA binding activity is essential for this function.

The findings that loss of function of Rbfox1 causes an upregulation of Rbfox2 and does not influence TrkB.T1 expression (Figure 2A,B) whereas Rbfox1 gain of function does not change Rbfox2 levels and increases TrkB.T1 expression (Figure 1—figure supplement 3) suggest that up or down regulation of Rbfox1 may target different genes. To test this hypothesis, we performed whole transcriptome deep coverage RNA-seq analysis of hippocampi (with an average of 100 million reads) from N-cre;Fox1 and control N-cre animals. 

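RNA from the hippocampi of 3 N-cre and 3 N-cre;Fox1 mice, each 3 months old, was sequenced with 1 library per mouse. The authors trimmed the paired reads, mapped them to the mm10 genome with STAR and estimated with RSEM how many read pairs came from each annotated isoform. They deposited these expected counts without normalization. An expected count need not be a whole number, because RSEM divides a read pair that fits several isoforms between them. The expected counts summed to 62141336, 44725966 and 40463587 in N-cre replicates 1, 2 and 3, and to 54352011, 57436634 and 59362399 in N-cre;Fox1 replicates 1, 2 and 3. At 2 reads per pair these are 80.9 M to 124 M reads per mouse, and the values given here use them, while the paper's reported range is 99 M to 153 M reads per sample. For the comparison of the genotypes the expected counts were rounded, isoforms with low counts were removed with edgeR's filterByExpr, and the counts were normalized by edgeR's TMM method. The test covered 50556 isoforms, and separately 18924 genes, for which the counts of all isoforms of a gene were summed. Rbfox1 (ENSMUSG00000008658.16), the gene that the transgene expresses, lies on chromosome 16 from 6349138 to 7411526. Its normalized count, summed over isoforms, was 14813 ± 427 (SD, n = 3) in N-cre and 14931 ± 1223 (SD, n = 3) in N-cre;Fox1 mice, and the genotypes overlapped. The log2 fold change was 0.01, with a standard error of 0.0566 and an adjusted p of 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each mouse left out in turn it lay between -0.03 and 0.08, so neither its sign nor the labels of the libraries can be read from this sum. Of the 2 Rbfox1 isoforms, Rbfox1-202 (ENSMUST00000115841.9) had a higher count in 3 of 3 N-cre;Fox1 mice than in any N-cre mouse, at 1804 ± 67.5 (SD, n = 3) in N-cre and 2317 ± 136 (SD, n = 3) in N-cre;Fox1 mice. Its log2 fold change was 0.36, with a standard error of 0.0587 and an adjusted p of 0.623 over all isoforms from edgeR's quasi-likelihood test. All 1191 nt of this isoform are also part of Rbfox1-201 (ENSMUST00000056416.7), so that its count rests on how RSEM divided the reads.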

The RNA-seq confirmed our findings that *Rbfox2* mRNA is not modulated in N-cre;Fox1 transgenic animals (Supplementary file 1). 

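Rbfox2 (ENSMUSG00000033565.18) lies on chromosome 15 from 77078990 to 77307004. Its normalized count, summed over isoforms, was 16161 ± 253 (SD, n = 3) in N-cre and 15437 ± 521 (SD, n = 3) in N-cre;Fox1 mice, and the genotypes overlapped. The genotypes differed by a log2 fold change of -0.07, with a standard error of 0.0379 and an adjusted p of 0.849 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 14 Rbfox2 isoforms in the deposited counts, 7 had enough counts to be tested. Their log2 fold changes ranged from -0.38 to 0.15, and 0 of them had an adjusted or an unadjusted p under 0.05 in edgeR's quasi-likelihood test.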

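Ntrk2 (ENSMUSG00000055254.15), the gene of TrkB, lies on chromosome 13 from 58806569 to 59133970, and 7 of its 10 isoforms had enough counts to be tested. TrkB.T1 is the isoform Ntrk2-202 (ENSMUST00000109838.9), with 12 exons from 58808281 to 58937027. Its normalized count was 14575 ± 350 (SD, n = 3) in N-cre and 17265 ± 647 (SD, n = 3) in N-cre;Fox1 mice, and was higher in 3 of 3 N-cre;Fox1 mice than in any N-cre mouse. The log2 fold change was 0.24, with a standard error of 0.0391. The adjusted p over all isoforms was 0.603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When adjusted over the Ntrk2 isoforms alone, 1 of the 7 isoforms passed 0.05, TrkB.T1 with an adjusted p of 0.00442 from the same edgeR test. The paper had singled out this isoform in cultured neurons and in hippocampal protein of this mouse line ahead of its RNA-seq. It also lists the isoform from these same libraries, so the second adjustment is not independent of that listing. Among the alternatives, DESeq2's Wald test moved the result most, to an adjusted p of 2.98e-06 over all isoforms, and over the alternatives in edgeR, limma-voom and DESeq2 with genotype, alone or with a term for Xist chosen after seeing the data, the adjusted p reached up to 0.958. TrkB.FL is Ntrk2-201 (ENSMUST00000079828.6), with 18 exons from 58807697 to 59133970. Its normalized count was 12292 ± 531 (SD, n = 3) in N-cre and 11512 ± 523 (SD, n = 3) in N-cre;Fox1 mice, and the genotypes overlapped. Its log2 fold change was -0.09, with a standard error of 0.0489 and an adjusted p of 0.990 from edgeR's quasi-likelihood test. The counts of the 5 other tested isoforms also overlapped between the genotypes, at log2 fold changes from -0.24 to 0.70.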

More importantly, the RNA-seq analysis confirmed that TrkB.T1 mRNA was the only upregulated *Ntrk2* isoform (Figure 4). It also showed that among all the *Ntrk2* isoforms annotated in the Ensembl database the TrkB.T1 (*Ntrk2-202*) and TrkB.FL (*Ntrk2-201*) isoforms are by far the most highly expressed in the hippocampus with approximately 15,000 and 12,000 reads respectively, whereas the other isoforms combined represent only about 5% of the total TrkB transcripts (Figure 4B). 

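The mean normalized count over all 6 mice was 15920 for TrkB.T1 and 11902 for TrkB.FL. The other Ntrk2 isoforms made up 5.14% of the expected counts of the gene on average. The share of an isoform within its gene does not depend on the size of the library. TrkB.T1 made up 51.6% ± 1.59 (SD, n = 3) of the Ntrk2 counts in N-cre and 56.7% ± 0.838 (SD, n = 3) in N-cre;Fox1 mice. This difference of 5.09 percentage points was larger than the spread between mice (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The share of TrkB.FL was 43.5% ± 1.63 (SD, n = 3) in N-cre and 37.8% ± 1.37 (SD, n = 3) in N-cre;Fox1 mice, and was lower in 3 of 3 N-cre;Fox1 mice (exact permutation test, two-sided, p = 0.1). TrkB.T1 and TrkB.FL hold nearly all counts of the gene, so a rise of the TrkB.T1 share lowers that of TrkB.FL. The lower share is thus not a separate result and does not by itself show a lower TrkB.FL count. The share of the other isoforms was 4.84% ± 0.996 (SD, n = 3) in N-cre and 5.45% ± 0.920 (SD, n = 3) in N-cre;Fox1 mice, a difference within the spread between mice (exact permutation test, two-sided, p = 0.6). Between 21631 and 34319 read pairs per mouse were counted on Ntrk2. In N-cre replicate 3, which had the fewest, the 95% Wilson interval of the TrkB.T1 share was 52.3% to 53.6%, and such intervals cover counting error only. From the RNA-seq reads of the isoforms in Figure 4B, the paper states that TrkB.T1 was the only Ntrk2 isoform with raised levels.

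**Figure D1:**
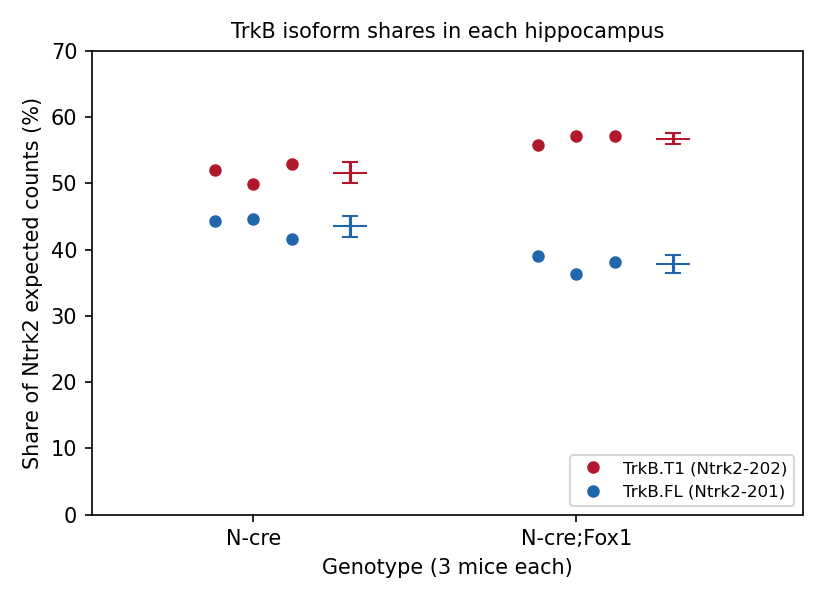
Share of TrkB.T1 and of TrkB.FL among the Ntrk2 expected counts, in percent, in 3 N-cre and 3 N-cre;Fox1 hippocampi. Each point is 1 mouse, the bar beside the points is the mean with its SD, and the TrkB.T1 shares lie between 49.9% and 53.0% in N-cre and between 55.8% and 57.2% in N-cre;Fox1 mice.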

In western blot analysis, an almost complete lack of signal at the level of the truncated isoform in the hippocampus of TrkB.T1 knockout mice also confirmed that TrkB.T1 is the main truncated isoform expressed in this region and no other truncated isoforms are present (Figure 4C).

**Figure 4.**
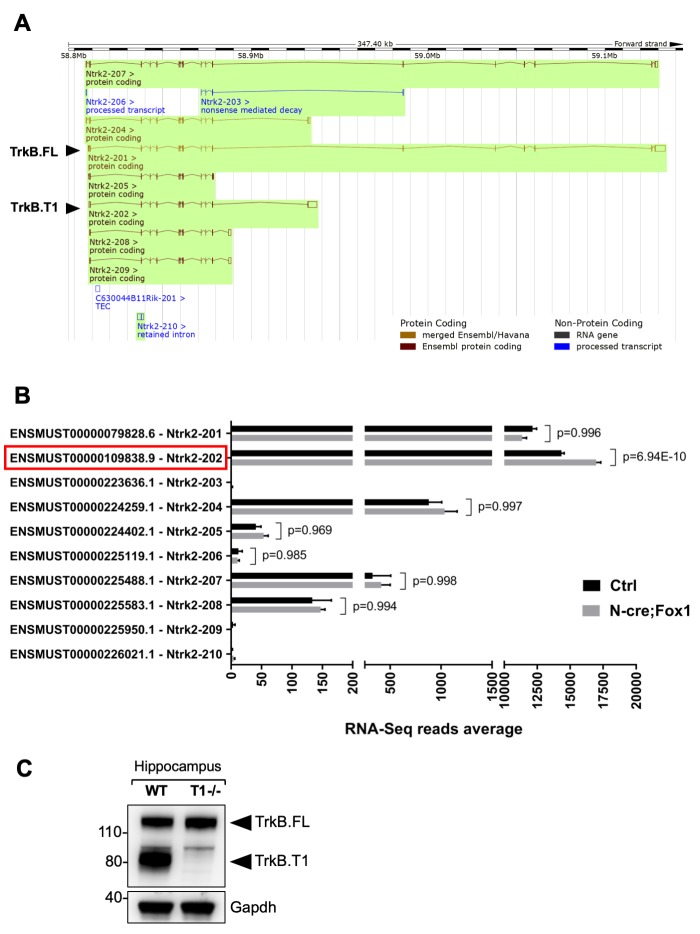
RNA-Seq deep coverage analysis of *Ntrk2* (TrkB) transcripts shows specific increase of the TrkB. T1 isoform levels in the hippocampus of Rbfox1 overexpressing animals. (**A**) Schematic representation of the murine *Ntrk2* (TrkB) gene transcripts annotated from ENSEMBL (highlighted in green). In each transcript exons and introns are indicated with vertical and horizontal lines respectively. TrkB.FL (Ntrk2-201) and TrkB.T1 (Ntrk2-202) are indicated (Picture modified from Ensembl genome browser; ENSMUSG00000055254). (**B**) RNA-Seq specific analysis of the *Ntrk2* transcripts in control (Ctrl; *Nes-Cre*) and N-cre;Fox1 hippocampus (*Nes-Cre;R26-Rbfox1*^+/flox^). Isoform IDs are indicated on the Y axis while the average of RNA-sequencing reads for every transcript is indicated on the X axis. TrkB.T1 (Ntrk2-202; red box) is the only TrkB isoform significantly modulated in the N-cre;Fox1 hippocampus. (**C**) Immunoblot analysis of wild type (WT) and TrkB.T1 knockout (T1-/-) hippocampus blotted with an antibody against the TrkB extracellular domain.

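Lists of 57 genes of synapse organization, 56 genes of neurotransmitter secretion and 64 genes of axon development were written by hand, because no gene ontology annotation was at hand, and their summed counts were compared between N-cre and N-cre;Fox1 mice. The median log2 fold change was -0.02 for synapse organization, with 20 genes higher and 37 lower, -0.01 for neurotransmitter secretion, with 21 higher and 35 lower, and 0.00 for axon development, with 32 higher and 32 lower. Camera with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 15 lists gave adjusted p-values of 0.652, 0.310 and 0.709 in the same order. Camera asks whether the gene sums of a list shift in 1 direction. The paper instead tested its called isoforms, higher or lower, for over-represented terms, so camera does not repeat or contradict that test. In edgeR's quasi-likelihood test 0 genes of these lists had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 6, 2 and 6 genes had an unadjusted p under 0.05.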

Gene ontology (GO) term analysis of the RNA-seq data revealed that the major biological processes affected in the N-cre;Fox1 hippocampus are involved in important neuronal functions comprising synapse organization, neurotransmitter secretion, axonal development and many others (Figure 5A; Supplementary file 1). 

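Bdnf (ENSMUSG00000048482.14) lies on chromosome 2 from 109674700 to 109727007. Its normalized count, summed over isoforms, was 1676 ± 280 (SD, n = 3) in N-cre and 2027 ± 131 (SD, n = 3) in N-cre;Fox1 mice, and the genotypes overlapped. It had a log2 fold change of 0.27, with a standard error of 0.124 and an adjusted p of 0.813 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 11 Bdnf isoforms, 5 had enough counts to be tested. Bdnf-209 (ENSMUST00000111050.9) had a normalized count of 367 ± 66.4 (SD, n = 3) in N-cre and 563 ± 26.4 (SD, n = 3) in N-cre;Fox1 mice and was higher in 3 of 3 N-cre;Fox1 mice. Its log2 fold change was 0.62, with a standard error of 0.142, and in edgeR's quasi-likelihood test its adjusted p was 0.833 over all isoforms and 0.0215 when adjusted over the Bdnf isoforms alone. The paper lists this isoform from the same mice, so the latter value is not independent evidence. The other 4 isoforms had log2 fold changes from -0.01 to 0.19, and their counts overlapped between the genotypes.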

Interestingly, we found that the TrkB-receptor ligand *Bdnf* is upregulated in the N-cre;Fox1 mouse although it is not clear whether this is the result of a compensatory mechanism in response to the upregulation of TrkB.T1 or whether *Bdnf* is a direct target of Rbfox1 (Supplementary file 1). The most surprising result came from the parallel analysis, using identical parameters, of the *Rbfox1*-KO and the N-cre;Fox1 hippocampal RNA-seq raw data (Vuong et al., 2018). 

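The libraries of the Rbfox1 knockout are not part of the deposited counts. The copy of Supplementary file 2 used here lists 41 isoforms as changed in both models, 1 fewer than Figure 5B, and 40 of them had enough counts in the N-cre and N-cre;Fox1 hippocampi to be tested. Of these, 21 changed in N-cre;Fox1 mice in the direction that the paper lists for the knockout and 19 in the opposite direction. In the N-cre;Fox1 mice 18 were higher and 22 lower, with log2 fold changes from -4.55 to 1.11. The lowest was that of Adamts4-203, which differs from Adamts4-202 by 3 nt, so that its count rests on how RSEM divided the reads. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 of the 40 had an adjusted p under 0.05, and 39 had an unadjusted p under 0.05. The paper chose these isoforms from the same mice, so the low unadjusted p-values are not independent evidence.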

In fact, we found that the gene-isoforms that are differentially expressed in the hippocampus of N-cre;Fox1 mice are mostly different from the gene-isoforms affected by *Rbfox1* deletion [Figure 5B; Supplementary file 1 and 2; (Vuong et al., 2018) (Gehman et al., 2011). These findings were further supported by the very limited or complete lack of overlap of genes that are dysregulated by hippocampal *Rbfox1* gain of function (N-cre;Fox1) or *Rbfox1* loss of function in brain (*Rbfox1*-KO) (Gehman et al., 2011) or hippocampal neurons lacking both *Rbfox1* and *Rbfox3* [(Figure 5—figure supplement 1) (Lee et al., 2016).

**Figure 5.**
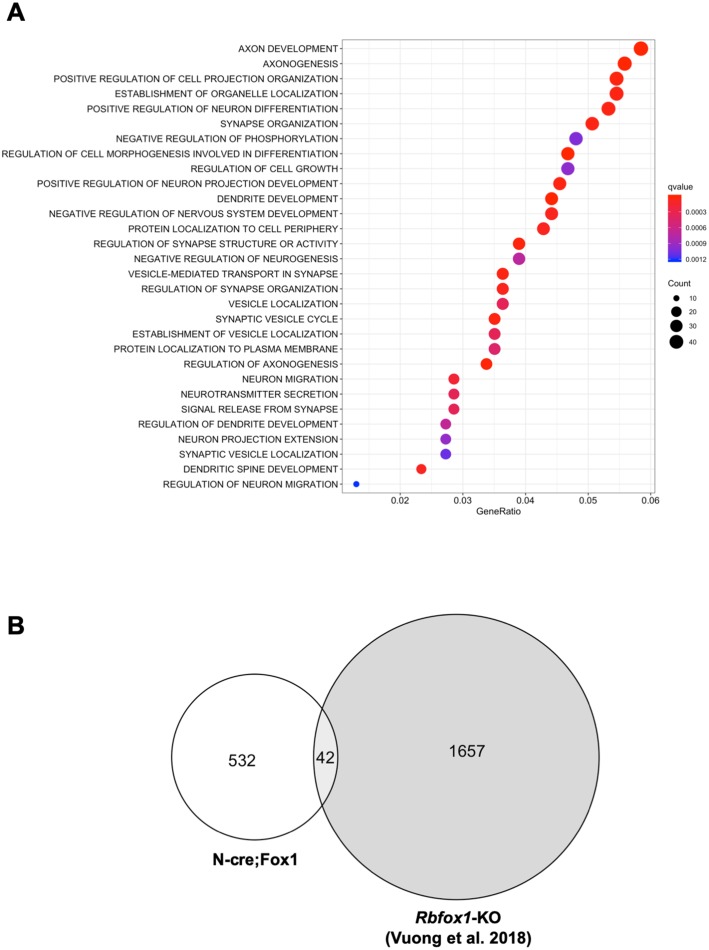
Upregulation or downregulation of *Rbfox1* changes the expression of different gene-isoforms. (**A**) Dot plot showing the top enriched biological process Gene Ontology (GO) terms. Note that significant over-represented GO terms (q-value <0.05) are neuronal related processes. GO terms are displayed on the left Y axis. (**B**) Venn diagram showing the number of overlapping gene-isoforms differentially expressed in N-cre;Fox1 and *Rbfox1* knockout (*Rbfox1*-KO) hippocampus (Vuong et al., 2018).

**Figure 5—figure supplement 1.**
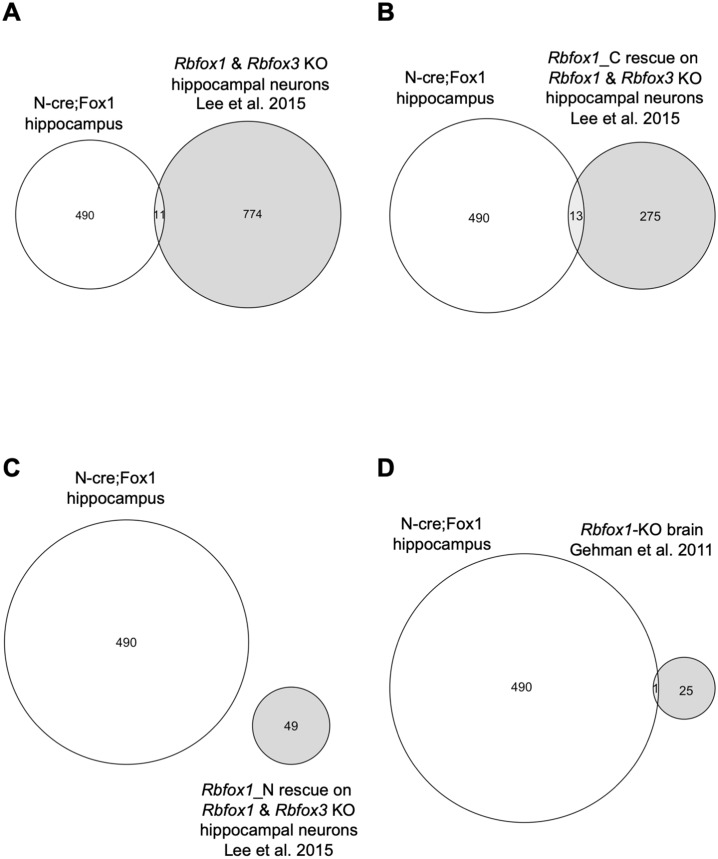
Genes modulated by *Rbfox1* upregulation are largely un-affected by *Rbfox1* knockout. RNA-seq analysis comparing gene-isoforms modulated by hippocampal *Rbfox1* upregulation (N-cre;Fox1) and hippocampal neuron *Rbfox1* and *Rbfox3* knockout (Lee et al., 2016), or whole brain *Rbfox1*-knockout (Gehman et al., 2011). Venn diagram showing the limited overlap of genes modulated in N-cre;Fox1 hippocampus relative to hippocampal neurons with *Rbfox1* and *Rbfox3* double knockout (**A**), nuclear *Rbfox1* and *Rbfox3* knockout (**B**) or cytoplasmic *Rbfox1* and *Rbfox3* knockout (**C**). Note that the specific knockout of the nuclear or cytoplasmic *Rbfox1* isoforms in Lee et al. (2016) was achieved by rescuing the complete *Rbfox1* KO with the cytoplasmic (*Rbfox1*_C) or nuclear isoform (*Rbfox1*_N) respectively. (**D**) Venn diagram showing the overlap of genes modulated in N-cre;Fox1 hippocampus and whole brain *Rbfox1*-KO.

Next, we decided to investigate the physiological consequences of TrkB.T1 changes of expression. Rbfox1 upregulation causes a specific increase in the levels of TrkB.T1 without changing the expression of TrkB full-length (TrkB.FL). Therefore, we created an in vitro system to mimic this situation and study BDNF/TrkB signaling. We first generated a cell line with stable expression of TrkB.FL (HEK293-TrkB.FL) followed by transfection with a plasmid to express increasing amounts of TrkB.T1. Stimulation with BDNF showed an inverse correlation between TrkB.T1 expression levels and TrkB.FL (p-TrkB.FL) and ERK (p-ERK) phosphorylation suggesting an impairment in TrkB.FL signaling when TrkB.T1 is upregulated (Figure 6A). Importantly, deletion of TrkB.T1 in primary hippocampal neurons increased both basal as well as BDNF-stimulated p-TrkB.FL and p-ERK compared to control neurons suggesting that TrkB.T1 expression levels are potent regulators of TrkB.FL signaling (Figure 6B,C,D).

**Figure 6.**
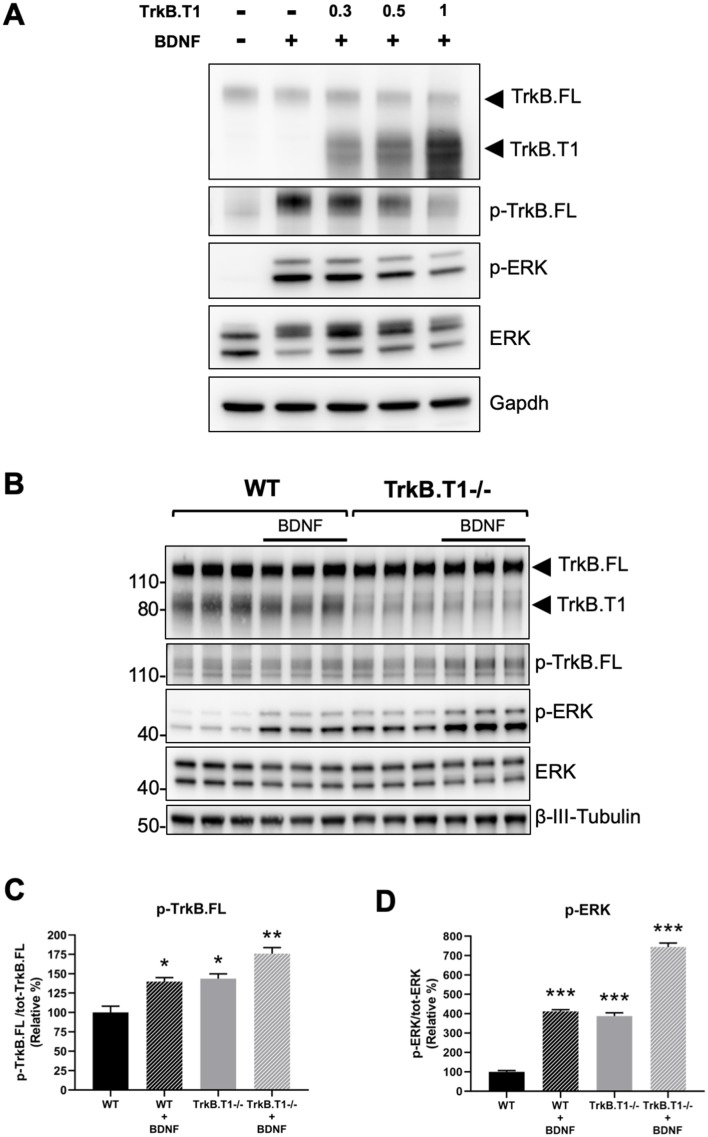
TrkB.T1 receptor expression regulates TrkB.FL signaling. (**A**) TrkB activation by BDNF is decreased by increased levels of TrkB.T1. HEK293 cells stably expressing TrkB.FL were transfected with increasing amounts of a TrkB.T1 expressing plasmid (0.3 µg, 0.5 µg and 1 µg) before BDNF treatment (5 ng/ml for 5 min). Immunoblots were probed with antibodies against TrkB extracellular domain to detect both TrkB.FL and TrkB.T1, phospho-TrkB.FL at tyrosine 515 (p-TrkB.FL), phospho-ERK (p-ERK), ERK and Gapdh as controls. (**B**) TrkB.T1- /- neurons have increased BDNF signaling. Immunoblot analysis of E18.5 WT and TrkB.T1- /- primary hippocampal neurons cultured for 6 days in vitro before BDNF treatment (1 ng/ml for 5 min; black bar). Antibodies are as in (**A**) except for the β-III-tubulin antibody used as neuronal marker. (**C, D**) Immunoblot quantification analysis from (**B**) of p-TrkB.FL (**C**) and p-ERK (**D**) expressed respectively, as relative percentage of p-TrkB.FL over total TrkB.FL and phospho-ERK over total ERK. n = 3 ± SEM. * = p ≤ 0.05, ** = p ≤ 0.01, *** = p ≤ 0.001 (Student’s t-test).

Since BDNF and TrkB are potent modulators of synaptic transmission and plasticity, we then tested whether TrkB.T1 upregulation would affect these brain activities [reviewed in Lu et al. (2013). Although we showed that TrkB.T1 is up-regulated in the hippocampus of N-cre;Fox1 mice, we investigated TrkB expression at the synaptic terminals by analyzing hippocampal synaptosomes (Figure 7). Immunoblot analysis of hippocampal synaptosomal fractions from controls and N-cre;Fox1 mice showed that Rbfox1 leads to a significant ~20% upregulation in TrkB.T1 but not TrkB.FL protein levels at the synaptic terminals. The synaptic protein PSD-95 used as control was enriched in the synaptosomal fraction but unaffected by Rbfox1 overexpression (Figure 7A,B).

**Figure 7.**
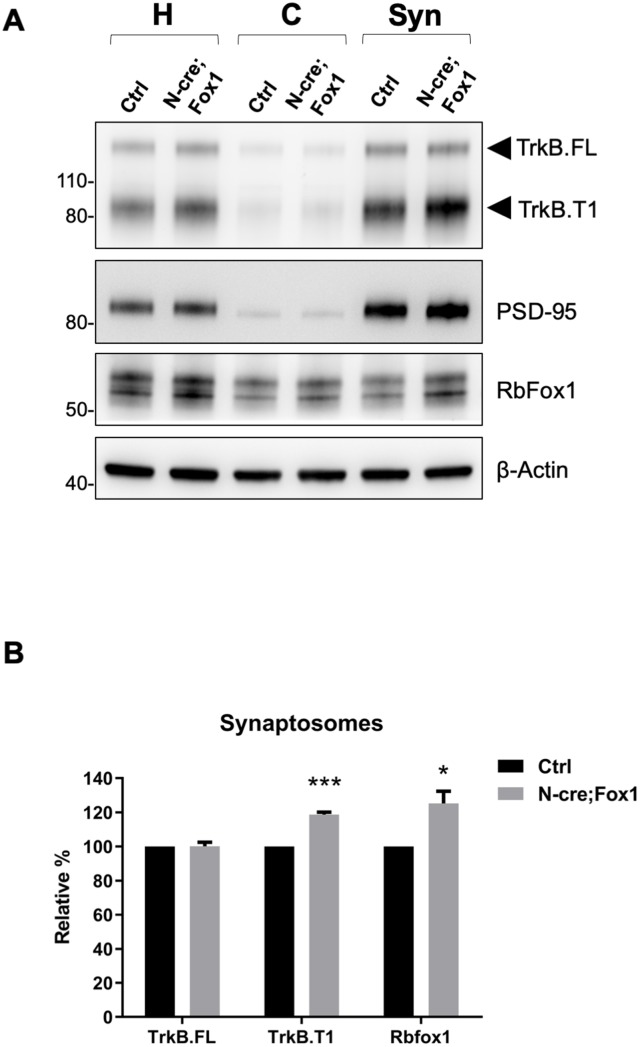
Upregulation of Rbfox1 leads to increased truncated TrkB. T1 in synaptosomes. (**A**) Western blot analysis of TrkB isoform, PSD-95 and Rb-Fox1 expression in total homogenates (H), cytosolic (C) and synaptosome fraction (Syn) from hippocampus of control (Ctrl; *Nes*-Cre) and N-cre;Fox1 mouse brains. PSD-95 was used as control for enrichment of the synaptosomal fraction. (**B**) Immunoblot quantification of TrkB.FL, TrkB.T1 and Rbfox1 specific bands in the synaptosomal fraction as in (**A**); n = 3 ± SEM, *** = p ≤ 0.001, * = p ≤ 0.05 (Student’s t-test).

Therefore, we tested the physiological significance and net outcome of Rbfox1-induced upregulation of TrkB.T1 by studying hippocampal synaptic plasticity (Figure 8). Due to the fact that Rbfox1 affects several genes regulating synaptic plasticity [Figure 5A; Supplementary file 1; (Gehman et al., 2011) we focused on BDNF-induced long term potentiation (LTP) at the Schaffer collateral-CA1 neuron synapses to dissect the specific effect on LTP caused by alterations in BDNF/TrkB signaling. We applied extracellular BDNF (20 ng/ml) to hippocampal slices from control mice for 20 min while the field excitatory postsynaptic potentials (fEPSPs) were elicited at 20 s intervals. As previously reported, BDNF induced a strong, gradual increase in the fEPSP in control N-cre (Ctrl) hippocampi (Kang and Schuman, 1995). Surprisingly, N-cre;Fox1 animals had a blunted induction of LTP in response to BDNF (Figure 8) and at 50 min this response was only about 30% of Ctrl (Ctrl 218.14 ± 22.42% vs. N-cre;Fox1 72.95 ± 12.82%) (Figure 8A–C). To test whether the BDNF-induced LTP deficit in the mutant animals was caused by the augmented TrkB.T1 expression, we introduced a TrkB.T1 KO allele in N-cre;Fox1 (N-cre;Fox1;T1+/-) mouse model to reduce its levels. As shown in Figure 8—figure supplement 1, this strategy led to a significant, although partial rescue of the BDNF-induced LTP deficit caused by Rbfox1 upregulation. Interestingly, analysis of BDNF-induced LTP in TrkB.T1 heterozygous animals (T1+/-) was similar to that of controls, suggesting that TrkB.T1 is not haploinsufficient and its levels influence BDNF-induced LTP only in the situation of upregulation (Figure 8—figure supplement 2). To further test whether TrkB.T1 levels are most critical in neurons, where Rbfox1 is expressed, we introduced a conditional TrkB.T1-loxP allele into the N-cre;Fox1 model (N-cre;Fox1;T1-Flx). This strategy allows for the simultaneous induction of *Rbfox1* activation, which causes TrkB.T1 upregulation, and deletion of one copy of TrkB.T1 in the same neurons where *Nes-cre* is active. Importantly, this strategy also led to a partial rescue of BDNF-induced LTP over time, which became significant at 50 min (187.97 ± 49.26%) strongly suggesting that the TrkB.T1 up-regulation in neurons caused by Rbfox1 is causing the impairment in BDNF*-*induced LTP (Figure 8A–C). Analysis of the Shaffer collateral-CA1 excitability (Input/Output relationship Figure 8E) and presynaptic function with paired pulse stimulation (Figure 8F) showed no differences between the controls and mutant animals suggesting that hippocampal circuitries overall are not affected by the genetic manipulations. Taken together, these data strongly suggest that Rbfox1 upregulation leads to a deficit in the BDNF-induced LTP caused, at least in part, by an increase in TrkB.T1 receptor expression.

**Figure 8.**
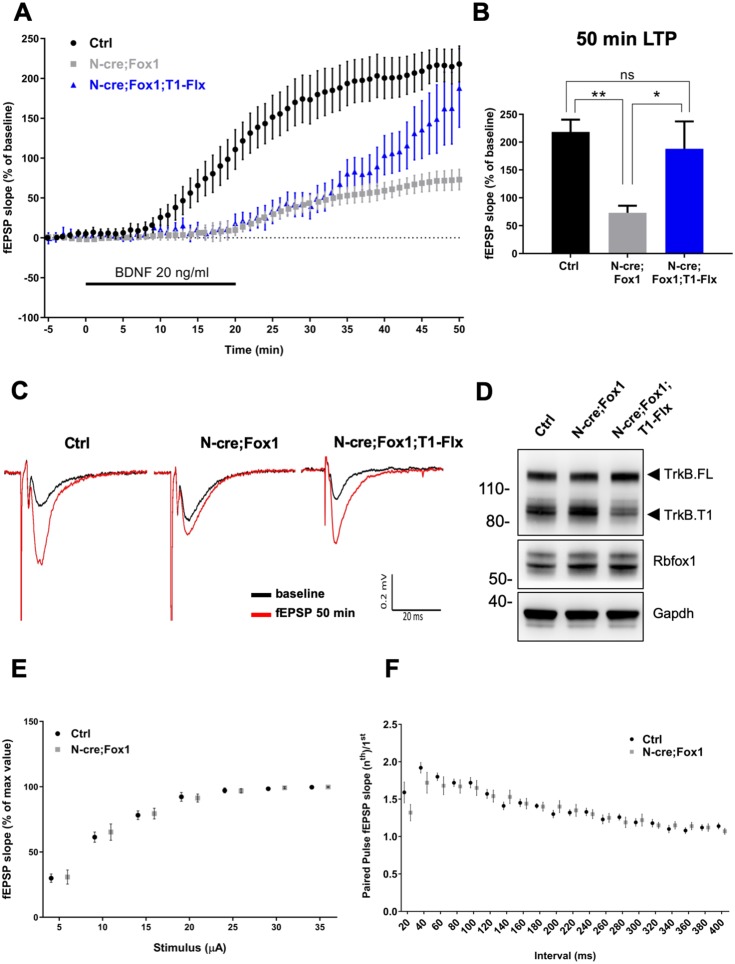
Rbfox1 overexpressing mice have impaired BDNF-induced LTP that is rescued by conditional removal of one TrkB. T1 receptor allele. (**A**) Averaged time-course of the field excitatory postsynaptic potential (fEPSP) slope in hippocampal slices from control (Ctrl = *Nes* Cre, n = 10), N-cre;Fox1 (*Nes-Cre;R26-Rbfox1*^+/flox^, n = 10) and N-cre;Fox1;T1-Flx (*Nes*-Cre;*R26-Rbfox1*^+/flox^; TrkB.T1^+/flox^, n = 8) mice after extracellular application of BDNF (20 ng/ml). Values are expressed as fEPSP percentage of the baseline values (average of 5 min before BDNF application, mean ± SEM). BDNF application (20 min) is indicated by the black horizontal bar. (**B**) Histogram showing mean ± SEM of the fEPSP slope average at 50 min after BDNF infusion; ** = p ≤ 0.01; * = p ≤ 0.05; ns = p > 0.05 (One-way ANOVA followed by Tukey’s test). (**C**) Representative recording traces of slices before (baseline = black line) and 50 min after BDNF application (red line). (**D**) Western blot analysis of hippocampi from Ctrl, N-cre;Fox1 and N-cre;Fox1;T1-Flx mice probed with anti TrkB, Rbfox1 and Gapdh antibodies. (**E**) Input/Output relationship of Shaffer collateral projections on CA1 pyramidal neurons of Ctrl and N-cre;Fox1 hippocampal slices. Slope of fEPSP reported as percentage of the maximal recorded values plotted against the stimulation current. (**F**) Ratio between the second and first fEPSP evoked by the stimulation of Shaffer collateral and recorded in the CA1-radiatum at increasing time latency from 20 to 400 ms of Ctrl and N-cre;Fox1 hippocampal slices.

**Figure 8—figure supplement 1.**
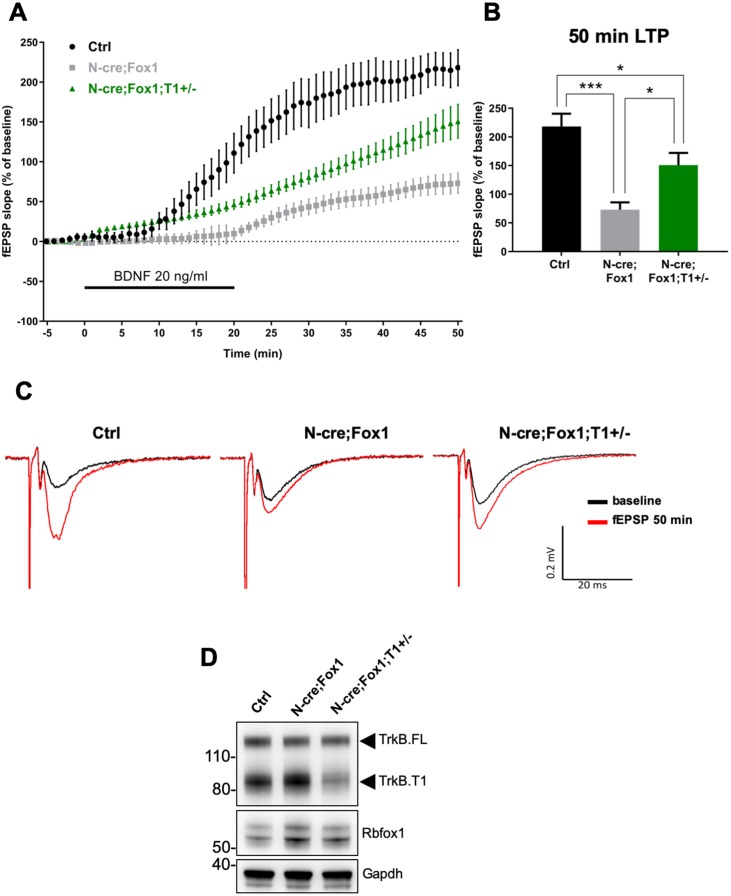
Rbfox1 overexpressing mice have impaired BDNF-induced LTP that is rescued by removal of one TrkB. T1 receptor allele. (**A**) Averaged time-course of the field excitatory postsynaptic potential (fEPSP) slope in hippocampal slices from control (Ctrl = *Nes* Cre, n = 10), N-cre;Fox1(*Nes-Cre;R26-Rbfox1*^+/flox^; n = 10) and N-cre;Fox1;T1+/- (*Nes-Cre;R26-Rbfox1*^+/flox^;TrkB.T1^+/-^; n = 13) mice after extracellular application of BDNF (20 ng/ml). Values are expressed as fEPSP percentage of the baseline values (average of 5 min before BDNF application, mean ± SEM). BDNF application (20 min) is indicated by the black horizontal bar. (**B**) Histogram showing mean ± SEM of the fEPSP slope average at 50 min after BDNF infusion; *** = p ≤ 0.001; ** = p ≤ 0.01; * = p ≤ 0.05 (Student’s t-test). (**C**) Representative recording traces of slices before (baseline = black line) and 50 min after BDNF application (red line). (**D**) Western blot analysis of hippocampus expression of TrkB, Rbfox1 and Gapdh of animals analyzed in (**A–C**).

**Figure 8—figure supplement 2.**
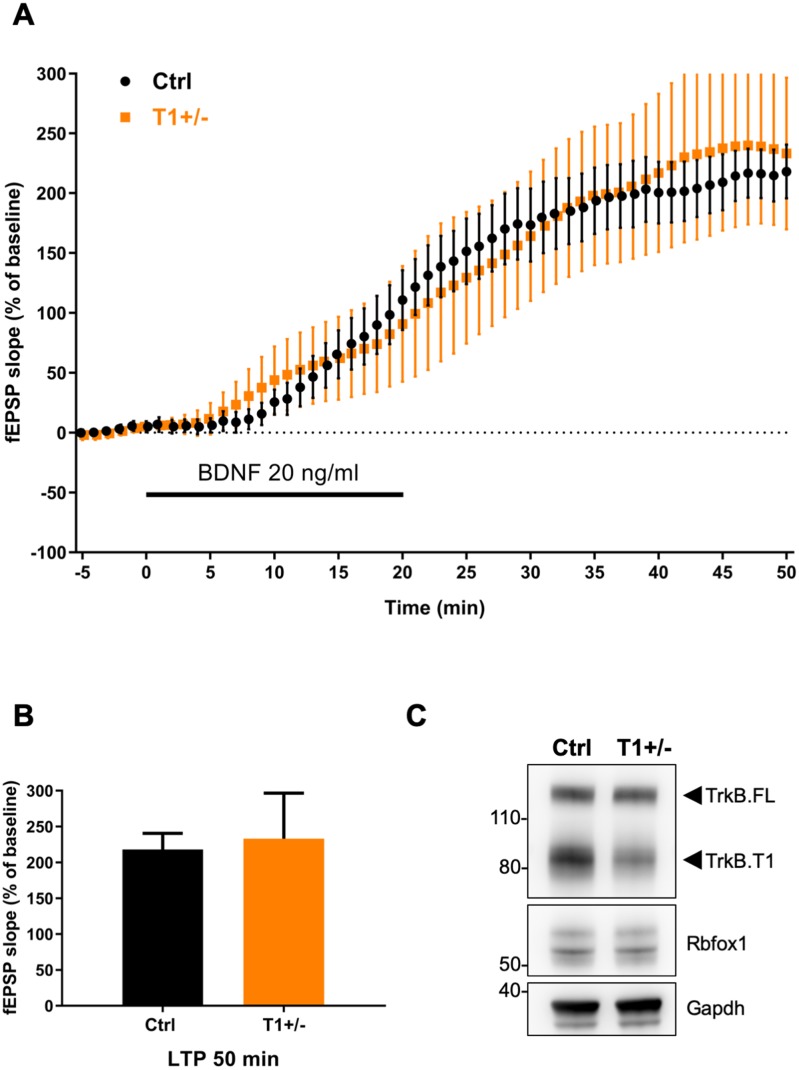
BDNF-induced LTP is not altered in TrkB. T1 heterozygous animals. (**A**) Averaged time-course of changes in field excitatory postsynaptic potential (fEPSP) slope after extracellular application of BDNF (20 ng/ml) in mouse hippocampal slices from control (Ctrl; *Nes*-cre, n = 10) and TrkB.T1 heterozygous animals (T1+/-; n = 8). Values are expressed as fEPSP percentage of baseline values (average of 5 min before BDNF application, mean ± SEM). BDNF application (20 min) is indicated by the black horizontal bar. (**B**) Histogram showing the average mean ± SEM of the fEPSP slope at 50 min after BDNF infusion (n.s.: Student’s t-test). (**C**) Western blot analysis of hippocampal expression of TrkB, Rbfox1 and Gapdh of animals as in (**A**).

## Discussion

Genomic mutations affecting *RBFOX1* expression have been associated with intellectual disability, epilepsy, autism and Parkinson’s disease (Bill et al., 2013; Conboy, 2017; Lin et al., 2016). Rbfox1 is an RBP that regulates the RNA metabolism of hundreds of genes expressed in neurons; thus, a major challenge has been to identify those genes that are in a nodal position downstream of Rbfox1 in transducing its normal and pathological functions (Gehman et al., 2011; Lee et al., 2016; Vuong et al., 2018; Weyn-Vanhentenryck et al., 2014). So far, the recognized experimental paradigms to identify and study genes targeted by Rbfox1 have been by downregulation or knockout experiments (Gehman et al., 2011; Lee et al., 2016). Here we show that *Rbfox1* upregulation influences the neuronal expression level of the BDNF receptor TrkB.T1, a change not present in *Rbfox1* deletion experiments, and this regulation has significant physiological consequences. Importantly, whole transcriptome RNA-seq analysis of hippocampi from mice with *Rbfox1* upregulation revealed a completely different set of differentially expressed gene-isoforms when compared to those identified by *Rbfox1* knock-out experiments. Although there are limitations associated with comparing data sets from different studies our conclusions are supported by the parallel analysis of raw data from all studies (Vuong et al., 2018) using uniform parameters and filtering, and similar findings from other independent models of *Rbfox1* loss of function (Figure 5—figure supplement 1; Lee et al., 2016; Gehman et al., 2011).

These results suggest that upregulation or downregulation of a specific RBP can have different genetic outcomes and may be relevant to understanding how to approach pathologies caused by RBP dysregulation. A notable example is provided by *Tra2b* (*Sfrs10*), an RBP ubiquitously expressed but whose differences in cellular concentrations is believed to lead to tissue-specific pattern of splicing (Elliott et al., 2012). Moreover, in spinal muscular atrophy (SMA), a disease caused by deletion of the *SMN1* gene, expression of the adjacent full-length *SMN2* gene, that includes exon7, can ameliorate disease in some patients. Tra2b overexpression in transfected cells appears to increase splicing of *SMN2* exon seven promoting the production of a full-length SMN2, thus suggesting that this strategy could ameliorate SMA disease (Hofmann et al., 2000). However, *Tra2b* deletion in mice (*Sfrs10*^−/−^) does not influence splicing of *SMN2* exon 7 (Mende et al., 2010).

Upregulation of Rbfox1 causes increased expression of TrkB.T1 which in turn blunts BDNF-induced LTP. RNA-seq analysis, besides validating TrkB.T1 up-regulation, identified more than five hundred differentially expressed gene-isoforms in the hippocampus of N-cre;Fox1 animals, including many involved in important neuronal functions (Figure 5; Supplementary file 1). However, decreasing only TrkB.T1 levels in the same cells where Rbfox1 is up-regulated, is sufficient to restore BDNF-induced LTP (Figure 8). This is important because BDNF-induced LTP is a potent modulator of brain synaptic plasticity (Lu et al., 2013). 

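Of the 50556 isoforms tested in the hippocampi of N-cre and N-cre;Fox1 mice, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest adjusted p was 0.0691. An unadjusted p under 0.05 was found for 2419 isoforms, where chance gives 2528. The alternative planned in advance that moved the count most was DESeq2's Wald test, with 215 isoforms at an adjusted p under 0.05, 128 higher and 87 lower. The copy of the paper's Supplementary file 1 lists 531 isoforms, 304 higher and 227 lower. Of the 525 that were tested here, 525 changed in the listed direction, 461 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test. Because the list was made from these mice, the shared direction is not independent evidence. With the isoforms of each gene summed, 128 of the 489 genes of the listed isoforms had an unadjusted p under 0.05. Of all 18924 genes, 1172 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. In the same test 5 had an adjusted p under 0.05, 4 higher and 1 lower in N-cre;Fox1 mice. Over the alternatives this number ran from 2, without N-cre replicate 2, to 50 in DESeq2's Wald test, 37 higher and 13 lower. The genotypes did not overlap for 12.2% of the genes and 11.5% of the isoforms, where chance gives 10%.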

Although alterations in BDNF signaling caused by disruptions in its expression or changes in levels of *Ntrk2* receptor isoforms have been associated with neurodegeneration, psychiatric disorders, intellectual disabilities and autism, most studies have focused on the mechanisms regulating *Bdnf* expression and not its receptor TrkB (Qin et al., 2016; Zheng et al., 2016). For example, it has been shown that at the transcription level *Bdnf* expression is regulated by epigenetic factors and via the use of multiple promoters. Different transcription factors can bind to these promoters to generate transcripts containing the unique BDNF protein encoding exon. In addition, the neuronal spatially and temporally regulated processing of the pro-BDNF peptide provides another level at which BDNF function can be modulated (Reviewed in Hing et al. (2018)). The significance of this second regulatory mechanism has been validated by the Val66Met *BDNF* polymorphism in humans which affects the processing and trafficking of BDNF and causes phenotypes including profound impairments in synaptic and cognitive functions (Chen et al., 2005; Egan et al., 2003; Soliman et al., 2010). However, almost nothing is known about the mechanisms regulating *Ntrk2* expression or the mechanisms leading to its pathological dysregulation (Kemppainen et al., 2012; Wong et al., 2012). Contrary to the *Bdnf* gene that has multiple promoters activated by different stimuli, the *Ntrk2* locus has only one promoter. The *NTRK2* gene spans over 350 Kb of DNA sequence and allows for the generation, by alternative splicing of at least 36 potential transcripts from 24 exons (Luberg et al., 2010). However, gene targeting experiments have shown that two isoforms, namely TrkB.FL and TrkB.T1, are the most highly expressed and phenotypically important during development [Figure 4; (Dorsey et al., 2006; Fulgenzi et al., 2015; Klein et al., 1993). To date, no RBPs have been shown to regulate *Ntrk2* splicing or mRNA transcripts levels. Thus, *Rbfox1* is the first gene shown to regulate *Ntrk2* expression at the mRNA level. Its direct binding to *Ntrk2* RNA (Figure 3C) and its function in promoting TrkB.T1 RNA stability, rather than splicing (Figure 3D) are strongly supported by: 1) the in vivo and in vitro Rbfox1 overexpression leading to up-regulation of only TrkB.T1 and no changes in TrkB.FL; 2) the confirmation of the change in expression of only TrkB.T1 by the RNA-seq analysis in N-cre-Fox1 mouse hippocampus; 3) the analysis of new nascent RNA showing that TrkB.T1, but not TrkB.FL RNA is more stable upon *Rbfox1* overexpression. Nevertheless, the details of this newly identified molecular mechanism by which RbFox1 expression influences TrkB.T1 mRNA levels needs to be further elucidated since it appears to be independent of an action on the 3’UTR region (Figure 3—figure supplement 1). Importantly, this mechanism does not appear to be limited to TrkB.T1 since it has also been reported that in the hippocampus of *Rbfox1* knock-out mice some genes lacking iCLIP clusters or GCAUG binding elements in the 3’UTR region can still be differentially expressed (Vuong et al., 2018) and Rbfox1 can increase the mRNA concentration of genes that lack identified 3’UTR miRNA binding sites (Lee et al., 2016).

While upregulation of Rbfox1 changes TrkB.T1 expression, a reduction in its level does not have an effect. The upregulation of Rbfox2 supports a compensatory mechanism by this family member since both genes are expressed in neurons and like all Rbfox proteins they bind to the same (U)GCAUG motif. However, the fact that only overexpression of Rbfox2, but not Rbfox3, can upregulate TrkB.T1 in primary neurons (Figure 2C,D) suggest that different, yet unknown binding partners might be part of this mechanism. Mass spectrometry analysis of Rbfox protein complexes should help identifying which molecular players can differentiate Rbfox protein functions.

Upregulation of Rbfox1 has an inhibitory function on BDNF-induced synaptic plasticity most likely by reducing the TrkB kinase signaling through an increase of TrkB.T1 expression. This is in line with the observation that nervous system–specific deletion of *Rbfox1* results in heightened susceptibility to spontaneous and kainic acid–induced seizures which suggest increased neuronal excitability (Gehman et al., 2011). The presence of such regulatory mechanisms on TrkB function is important considering the increased evidence supporting a key role for TrkB activation in epileptogenesis caused by status epilepticus (McNamara and Scharfman, 2012). Thus, having TrkB activity under the control of *Rbfox1*, which also regulates the splicing of several synaptic function genes including ion channels, neurotransmitter receptors, structural proteins of the synapse and vesicle fusion proteins, suggests a unifying biological system to regulate neuronal function and excitation (Gehman et al., 2011; McNamara and Scharfman, 2012).

In humans, reduced *RBFOX1* expression has been associated with autism, epilepsy and heart disease although the mechanistic relationship between *RBFOX1* downregulation and these disorders is still unknown (Bill et al., 2013; Gao et al., 2016). Impaired BDNF signaling has also been associated with these diseases raising the interesting possibility that *RBFOX1* regulation of the expression of TrkB receptors might, at least in part, be part of the pathogenetic mechanism. Increasing or decreasing TrkB.T1-receptor levels indeed affects BDNF/TrkB signaling (Figure 6). Although, we do not see changes in TrkB.T1 expression in *Rbfox1* heterozygous mice, it is conceivable that the compensatory mechanisms between mice and humans are different. For example, *Nedd4-2* heterozygous mice have minimal developmental abnormalities such as hyperactivity, increased basal synaptic transmission and enhanced sensitivity to inflammatory pain (Yanpallewar et al., 2016). However, human heterozygous missense mutations cause major malformations including periventricular nodular heterotopia leading to hypotonia, intellectual disability, seizures, syndactyly and cleft palate (Broix et al., 2016; Kato et al., 2017). In addition, *Ntrk2* heterozygous mice do not show major abnormalities while loss of one *NTRK2* (TrkB) allele in human leads to hyperphagic obesity and severe impairment in memory, learning and nociception (Klein et al., 1993; Yeo et al., 2004).

Most epidemiological studies associate gene loss of function caused by deletions or point mutations with disease. Indeed, even for *RBFOX1* most studies have looked at *RBFOX1* downregulation. However, our findings suggest the need to investigate causal relationship between *RBFOX1* gain of function to specific pathologies. For example, it has been reported that neurons derived from iPSCs of Parkinson's disease (PD) patients have elevated *RBFOX1* levels (Lin et al., 2016). Interestingly, there is already abundant data showing a role for BDNF/TrkB signaling in the etiology of Parkinson's disease, at least from in vivo animal models. For example, ablation of the *Bdnf* gene impairs the survival and/or maturation of substantia nigra (SN) dopamine (DA) neurons during development (Baquet et al., 2005); loss of one copy of *Ntrk2* leads to an age-dependent increase in the levels of α-synuclein in the SN (von Bohlen und Halbach et al., 2005), and in a mouse model with a chronic reduction in TrkB signaling (~30% of WT) there is an age-dependent and selective degeneration of SN DA neurons and increased vulnerability of these neurons to neurotoxins (Baydyuk and Xu, 2014). Because it has also been reported that neurons of PD patients have an increase in TrkB.T1 expression (Fenner et al., 2014), it will be of interest to test whether sporadic PD patients have *RBFOX1* upregulation and, if that is the case, an association with increased TrkB.T1 receptor levels. In another study, it has been reported that in the human population there is an intronic SNP affecting an enhancer in the fourth intron of *RBFOX1* that leads to a substantial increase in expression (Carter et al., 2017). While this SNP has been identified in the context of a study evaluating how inherited polymorphisms carried in the germline affect the somatic evolution of a tumor, it will be important to study whether this SNP has other effects on cognitive brain functions and leads to an increase in the incidence of neurodegenerative disorders where TrkB.T1 upregulation has also been reported (Cai et al., 2006; Dwivedi et al., 2003; Ernst et al., 2009b; Karege et al., 2005a; Karege et al., 2005b). Most importantly, the change in TrkB.T1 level caused by Rbfox1 upregulation is not dramatic, but it is occurring at the synaptic terminals (Figure 7) which in turn can compromise critical BDNF functions on synaptic plasticity (Figure 8). Examples where small changes in the expression of specific genes are very detrimental and relevant to human pathology have already been described. For instance, gain of function mutations that facilitate or enhance the activation of protein kinase Cγ (PKC) by only approximately 10% have been associated with Alzheimer’s disease (Alfonso et al., 2016). PKC is required for the synaptic depression caused by amyloid-β (Aβ) and it has been suggested that a lifetime of slightly enhanced signaling may sensitize individuals to the detrimental effects of Aβ leading to AD (Newton, 2018).

In all, our study lays the foundation to investigate whether upregulation of *Rbfox1* leads to alteration of brain functions or neurodegenerative disorders that are ultimately associated with a dysregulation in BDNF/TrkB signaling, a pathway that has already been convincingly associated with normal development of the nervous system.

## Materials and methods

**Key resources table:** 

Reagent type	Description	Reference	Identifiers	Additional information
Genetic reagent (*M.musculus*)	*Rbfox1^flox/flox^*	(Gehman et al., 2011) Jackson Laboratory	IMSR Cat# JAX:014089, RRID:IMSR_JAX:014089	
Genetic reagent (*M.musculus*)	*Nes*-cre	Jackson Laboratory	IMSR Cat# JAX:003771, RRID:IMSR_JAX:003771	
Genetic reagent (*M.musculus*)	*Gt(ROSA)26Sor-LacZ*	Jackson Laboratory	IMSR Cat# JAX:003309, RRID:IMSR_JAX:003309	
Plasmid	CAG-STOP-eGFP-ROSA26TV	Addgene	RRID:Addgene_15912	
Antibody	Anti-GFAP (rabbit polyclonal)	Agilent (Dako)	Agilent Cat# Z0334, RRID:AB_10013382	IF (1:200)
Antibody	Anti-TrkB (rabbit polyclonal)	Millipore	Millipore Cat# 07–225, RRID:AB_310445	WB (1:1000)
Antibody	Anti-TrkB (C13) (rabbit polyclonal)	Santa Cruz Biotechnology	Santa Cruz Biotechnology Cat# sc-119, RRID:AB_632559	WB (1:500)
Antibody	Anti-TrkC (rabbit monoclonal)	Cell Signaling Technology	Cell Signaling Technology Cat# 3376, RRID:AB_2155283	WB (1:1000)
Antibody	Anti-GAPDH (mouse monoclonal)	Millipore	Millipore Cat# MAB374, RRID:AB_2107445	WB (1:2000)
Antibody	Anti-Cre (rabbit monoclonal)	Cell Signaling Technology	Cell Signaling Technology Cat# 15036, RRID:AB_2798694	WB (1:1000)
Antibody	Anti-Rbfox1 (mouse monoclonal)	Millipore	Millipore Cat# MABE985, RRID:AB_2737389	WB (1:1000); IF (1:200)
Antibody	Anti-Rbfox2 (rabbit polyclonal)	Bethyl Laboratories	Bethyl Cat# A300-864A, RRID:AB_609476	WB (1:1000)
Antibody	Anti-Rbfox3 (mouse monoclonal)	Millipore	Millipore Cat# MAB377, RRID:AB_2298772	WB (1:1000)
Antibody	Anti-Tra2b (rabbit polyclonal)	Bethyl Laboratories	Bethyl Cat# A305-011A, RRID:AB_2621205	WB (1:1000)
Antibody	Anti-PSD95 (rabbit polyclonal)	Millipore	Millipore Cat# AB9708, RRID:AB_2092543	WB (1:1000)
Antibody	Anti-phospho-TrkB (rabbit polyclonal)	Cell Signaling Technology	Cell Signaling Technology Cat# 9141, RRID:AB_2298805	WB (1:1000)
Antibody	Anti-phospho-ERK (mouse monoclonal)	Cell Signaling Technology	Cell Signaling Technology Cat# 9106, RRID:AB_331768	WB (1:1000)
Antibody	Anti-ERK (rabbit polyclonal)	Cell Signaling Technology	Cell Signaling Technology Cat# 9102, RRID:AB_330744	WB (1:1000)
Antibody	Anti-β-Actin (mouse monoclonal)	Santa Cruz Biotechnology	Santa Cruz Biotechnology Cat# sc-47778 HRP, RRID:AB_2714189	WB (1:3000)
Antibody	Anti-β-III-Tubulin (mouse monoclonal)	Covance	Covance Cat# MMS-435P, RRID:AB_2313773	WB (1:1000)
Antibody	Donkey Anti-mouse Alexa Fluor 488 Conjugated	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# A-21202, RRID:AB_141607	IF (1:1000)
Antibody	Donkey Anti-rabbit Alexa Fluor 555 Conjugated	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# A-31572, RRID:AB_162543	IF (1:1000)

### Mouse models

The *Rbfox1* transgenic mouse model (R26-Fox1) was generated by targeting the *Gt(ROSA)26Sor* locus (Chromosome 6) with a CTV vector (Addgene #15912) to conditionally express murine *Rbfox1. Rbfox1* cDNA (ID:6821627, Dharmacon) was cloned into the CTV vector using the AscI restriction enzyme site. In the targeting vector, a removable STOP cassette flanked by loxP sites is present in between a CAG promoter and the *Rbfox1* cDNA (Figure 1—figure supplement 2A). The targeting vector was electroporated in the CJ7 embryonic stem cell line (129/sv), as previously described (Tessarollo, 2001), and recombinant clones were injected into C57BL/6J blastocysts to produce chimeras that transmitted the targeted *Gt(ROSA)26Sor* allele to the progeny. Animals were backcrossed into a pure C57BL/6J background for about 10 generations. TrkB.T1 conditional knockout mice (TrkB.T1flox/flox) are from Dorsey et al. (2006), while *Rbfox1* conditional knockout (Gehman et al., 2011), *Nes*-cre (JAX strain 003771) and *Gt(ROSA)26Sor*-LacZ transgenic mice (JAX strain 003309) were obtained from the Jackson Laboratory. Animals were bred in a specific, pathogen-free facility with food and water *ad libitum*. All experimental procedures followed the National Institutes of Health Guidelines for animal care and use, and were approved by the NCI-Frederick Animal Care and Use Committee.

### X-Gal staining of brain sections (β-galactosidase activity)

*Gt(ROSA)26Sor*-LacZ mice and *Nes*-cre; *Gt(ROSA)26Sor*-LacZ mice were transcardially perfused with phosphate buffered saline (PBS), followed by PFA 4% in PBS at RT. Brains were dissected and cryoprotected in 30% sucrose solution (in PBS) overnight at 4°C. Floating brain sections (50 µm) were collected in PBS and stained with X-Gal staining solution for 5 min at 30°C in the dark and washed in PBS. X-Gal staining solution in PBS: 2 mg/ml X-Gal (ThermoFisher Scientific), 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 2 mM MgCl_2_, 0.25% Triton X-100.

### Immunofluorescence of brain sections

Mice were perfused in PFA 4% in PBS and brains dissected and cryoprotected in 30% sucrose solution (in PBS) overnight at 4C. After sectioning, floating brain sections (50 µm) were collected in PBS, blocked 30 min at RT in blocking solution (10% normal donkey serum, 0.1% Triton X-100 in PBS) and incubated overnight at 4°C with primary antibodies. Sections were then washed three times with PBS and incubated with secondary antibodies in PBS for 2 hr at RT. Sections were washed again three times in PBS and stained with DAPI (Invitrogen) for 5 min at RT and imaged using Zeiss LCI 510 Meta confocal microscope. Primary antibodies were: anti-Rbfox1 (1D10, Millipore), anti-GFAP (Z0334, Dako). Secondary antibodies were: donkey-anti-mouse Alexa Fluor 488 (A21202, Invitrogen) and donkey-anti-rabbit Alexa Fluor 555 (A31572, Invitrogen).

### Hippocampal neuron cultures

Hippocampi used to generate primary neurons were collected from E17.5/E18.5 fetuses. After removal of the meninges from each cortex, hippocampi were dissected and collected in DMEM serum free media (Gibco). The hippocampal tissue was minced into small pieces, digested with Trypsin-EDTA (Gibco) at 0.125% for 25 min at 37°C, transferred into a new tube containing 2 ml of DMEM containing 10% FBS to inactivate trypsin and dissociated using a sterile Pasteur glass pipette flamed to slightly narrow the opening, triturated up and down 6–8 times. A last passage to facilitate single cell dissociation was done using a flame-pulled Pasteur glass pipette, triturating up and down 1–2 times. 80–100 µl of cell suspension was counted using Trypan Blue for live staining while the remaining cell suspension was centrifuged at 2000 rpm for 5 min. The cell pellet was re-suspended in DMEM with 10% FBS to obtain a concentration of 5 × 10^5^ cells in 200 µl. 5 × 10^5^ cells (200 µl of cell suspension) were pre-plated in the center of 35 mm dishes previously treated with Poly-D Lysine (P6407, Sigma Aldrich) and incubated for 2 hr at 37°C before adding 2 ml of Neurobasal media with B27 supplement (Gibco) to each dish. After 24 hr, AraC 1 µM (C6645, Sigma Aldrich) was added only once to the cultured neurons to avoid proliferation of dividing cells. Half of the Neurobasal media supplemented with B27 was replaced every 2 days.

Lentiviral expressing vectors GFP control, *Rbfox1* (ID:6821627, Dharmacon), *Rbfox2* (ID:93686, Dharmacon), *Rbfox3* (ID:52897, Dharmacon), *Tra2b* (ID:6594226, Dharmacon), together with adenoviral vectors expressing the recombinant Cre protein (Ad-Cre) were generated and obtained from the Protein Expression Laboratory (PEL) facility at the NCI-Frederick. Adenoviral vectors expressing Rbfox1 and mutant Rbfox1-F159A were obtained from Vigene Biosciences.

Primary neurons were starved in Neurobasal media without B27 supplement (Gibco) for 5 hr before BDNF treatment for 5 min (1 ng/ml; Alomone Labs, Cat# B-250).

### Western blot analysis

Mouse hippocampi from 2 to 3 months old mice were quickly dissected in cold PBS and lysed in Precellys ceramic lysing kit tube with 0.5 ml of RIPA lysis buffer (20–188, Millipore) using three cycles of 20 s/cycle at 5000 rpm in PRECELLYS 24 (Bertin Technologies). Lysates were then incubated 20 min at 4°C. After the incubation, lysates were centrifuged at top speed (13,000 rpm) using a table-top centrifuge at 4°C. Only the top cleared part of the lysates was collected and transferred into new tubes. The total amount of protein was then quantified using BCA assay (23225, ThermoFisher Scientific) and samples were prepared using the same amount of total protein before adding Laemmli sample buffer 2X (S3401, Sigma-Aldrich). The samples were heated at 95°C for 5 min before being loaded in 4–12% NuPAGE (ThermoFisher Scientific) precast gels for western analysis.

Primary hippocampal neurons were lysed by adding 150 µl of Laemmli sample buffer 2X directly into the culture dishes after being washed with cold PBS. The lysed neurons were then transferred into 1.5 ml tubes and sonicated using Bioruptor-300 (Diagenode) to shred genomic DNA and eliminate sample viscosity. Samples were then heated at 95°C for 5 min before being loaded in 4–12% NuPAGE precast gels for western blot analysis. After being transferred to PVDF membranes (LC2005, ThermoFisher Scientific), blots were blocked in 5% non-fat milk in TBS-Tween (0.1%) and incubated overnight at 4°C with specific antibodies. Antibodies were: anti-TrkB (against the extracellular domain of TrkB and therefore recognizing all TrkB isoforms; Millipore 07–225), anti-TrkB.T1 C13 (sc-119; Santa Cruz), anti-TrkC (C44H5, Cell Signaling), anti GAPDH (MAB374; Millipore), anti-Cre (Cre recombinase, D7L7L Cell Signaling), anti-Rbfox1 (1D10, a kind gift of Dr. Doug Black, and Millipore), anti-Rbfox2 (A300-864A Bethyl Laboratories), anti-Rbfox3 (MAB377, Millipore) anti-Tra2β (A305-011A Bethyl Laboratories) anti-PSD-95 (Millipore AB9708), anti-phospho-TrkB (#9141, Cell Signaling), anti-phospho-ERK (#9106, Cell Signaling), anti-ERK (#9102, Cell Signaling), β-Actin (Santa Cruz sc-47778) and anti β-III-Tubulin (Tuj1, Covance). After incubation with the appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies (Millipore), membranes were incubated with enhanced chemilumescent substrate (34076, ThermoFisher Scientific) for detection of HRP enzyme activity and visualized in a Syngene gel documentation system. Bands in immunoblots were quantified by Syngene software. Student t-test was applied for statistical significance assessment.

### Synaptosomes preparation

Synaptosomes were obtained from the whole hippocampi of control animals (*Nes-Cre*; Ctrl) and N-cre;Fox1 animals (*Nes-Cre;R26-Rbfox1*^+/flox^). Synaptosomes were isolated using Syn-PER Synaptic Protein Extraction Reagent (ThermoFisher Scientific Cat.No. 87793): each hippocampus was homogenized in 700 µl ice-cold Syn-PER reagent previously added with EDTA-free protease inhibitors (Roche Cat.No. 04 693 159 001) using a tissue homogenizer at low speed for 5 s. Homogenate samples (H) were collected (100 µl) before proceeding to centrifuge the remaining homogenate at 2.1 rcf/10 min/ +4°C. Supernantant (500 µl) was collected, transferred to a new tube and centrifuged again at 16.1 rcf/10 min/ +4°C. 400 µl of supernatant was collected as cytosolic fraction (C) while the pellet was re-suspended in 200 µl of ice cold Syn-PER reagent as synaptosome suspension (Syn). All the fractions (homogenates, cytosolic fractions, synaptosome suspensions) were then sonicated at +4°C using Bioruptor-300 (Diagenode) [30 s ON/30 s OFF for 10 cycles] before using BCA assay (23225, ThermoFisher Scientific) for total protein quantification. Samples were then prepared for western blot using equal amounts of total protein before adding Laemmli sample buffer 2X (S3401, Sigma-Aldrich) and loaded on 4–12% NuPAGE precast gels. Student t-test was applied for statistical significance assessment.

### qPCR

Total RNA was extracted from primary neurons or hippocampi using Qiagen RNeasy Mini kit (Cat.no 74104) according to manufacturer’s instruction. cDNA was then generated using SuperScript III First-Strand Synthesis System (Cat. No 18080–051, ThermoFisher Scientific). Real time PCR was performed using BioRad iTaq Universal SYBR-green Supermix (Cat.No. 172–5120) in a MX3000P (Agilent Technologies) apparatus with the following program: 95°C for 3 min; 95°C 10 s, 60°C 20 s for 40 cycles; 95°C 1 min and down to 55°C (gradient of 1°C) for 41 cycles (melting curve step). Delta Ct values were obtained using GAPDH as reference gene.

Student t-test was applied for statistical significance assessment.

Primers used:

TrkB common forward: 5’-AGCAATCGGGAGCATCTCT-3’

TrkB.FL reverse: 5’-CTGGCAGAGTCATCGTCGT-3’

TrkB.T1 reverse: 5’-TACCCATCCAGTGGGATCTT-3’

GAPDH forward: 5’-TGCGACTTCAACAGCAACTC-3’

GAPDH reverse: 5’-ATGTAGGCCATGAGGTCCAC-3’

Rbfox1 forward: 5’- TGGCCCCAGTTCACTTGTAT-3’

Rbfox1 reverse: 5’- GCAGCCCTGAAGGTGTTGTA-3’

### RNA immunoprecipitation (RIP)

RNA immunoprecipitation was performed following the protocol from Jayaseelan et al. (2011). Briefly, primary hippocampal neurons were cultured 4 days in vitro before being lysed using PLB buffer (100 mM KCl, 5 mM MgCl2, 10 mM HEPES pH 7, 0.5% Nonidet P-40, 1 mM DTT, 200 U/ml RNase OUT, 1 tablet of EDTA-free Complete Mini Protease Inhibitor). Protein-G magnetic beads (Dynabeads – ThermoFisher Scientific) were washed twice in NET-2 buffer (150 mM Tris-HCl pH 7, 100 mM Tris-HCl pH 8, 750 mM NaCl, 5 mM MgCl2, 0.25% NP-40, 20 mM EDTA pH 8, 1 mM DTT, 200 U/ml RNase OUT) and then conjugated with Rbfox1 (1D10) antibody overnight at 4°C. Beads/antibody slurry was washed six times using NT-2 buffer (150 mM Tris-HCl pH 7, 100 mM Tris-HCl pH 8, 750 mM NaCl, 5 mM MgCl2, 0.25% NP-40) and finally resuspended in 900 µl of NET-2 buffer for each sample. Primary neuron lysates were centrifugated at top speed (benchtop centrifuge) for 10 min at 4°C and 100 µl of cleared top lysate were added to each IP sample and incubated at 4°C overnight in rotation. Part of the initial samples (1:10) were collected as Inputs or Total samples. After the incubation, beads were washed six times with NT-2 buffer and then resuspended in 150 µl of Proteinase-K digestion buffer (NT-2 buffer supplemented with: 1% SDS, 1.2 mg/ml Proteinase-K) and incubated at 55°C for 30 min in a thermomixer.

RNA was then extracted by adding an equal volume (150 µl) of buffer saturated phenol-chloroform pH 4.5 with isoamyl alcohol, vortexed and centrifuged at 20.000 g for 10 min. The aqueous upper part was carefully collected in a new tube before adding 150 µl of chloroform, vortexed and centrifuged again. The upper part was again transferred in a new tube and 50 µl of 5 M ammonium acetate, 15 µl of 7.5 M LiCl, 5 µl of 5 mg/ml glycogen and 1 ml of ice cold 100% ethanol were added before placing the samples at −80°C overnight to allow RNA precipitation. Samples were then centrifuged at 20.000 g/30 min at 4°C, washed once with 80% ethanol and centrifuged again. RNA pellets were finally resuspended in 20 µl of RNase-free water.

RNA was polyadenylated using Poly(A) Tailing Kit (AM1350, ThermoFisher Scientific) following the manufacturer instruction.

cDNA was generated using SuperScript III First-Strand Synthesis System (Cat. No 18080–051, ThermoFisher Scientific).

RT-PCR was performed using BioRad iTaq Universal SYBR-green Supermix (Cat.No. 172–5120) in a MX3000P (Agilent Technologies) apparatus with the following program: 95°C for 3 min; 95°C 10 s, 60°C 20 s for 40 cycles; 95°C 1 min and down to 55°C (gradient of 1°C) for 41 cycles (melting curve step).

RT-PCR products were run in agarose 2% gel.

Primers used:

TrkB common forward: 5’-CGTGGTGGTGATTGCATCTG-3’

TrkB.FL reverse: 5’-CCATTGGAGATGTGGTGGA-3’

TrkB.T1 reverse: 5’-CAGTGGGATCTTATGAAACAAAACAA-3’

TrkB.T1-upstream intron forward: 5’-TTTGAGCATGACTTACGTTTCG-3’

TrkB.T1-upstream intron reverse: 5’-CCCAGCCTTTGTCTTTCCTT-3’

Camta1 forward: 5’-CCGGAGTTACAAGAAGTGTGG-3’

Camta1 reverse: 5’-CTTGGTCCTGCTTTTTGGTC-3’

Sirt1 forward: 5’-GAGCTGGATGATATGACGCTG-3’

Sirt1 reverse: 5’-CAGAGACGGCTGGAACTGTC-3’

### RNA stability

Primary hippocampal neurons for RNA stability studies were obtained by crossing *Nes*-Cre animals with *R26-Rbfox1*^flox/flox^ animals. Embryos at E18.5 stage were dissected and fast genotyped by using EZ Fast Tissue Tail PCR Genotypying Kit (EZ Bioresearch) in order to group *Nes-Cre;R26-Rbfox1*^flox/+^ hippocampi and R26-*Rbfox1*^flox/+^ hippocampi. RNA stability was assessed in hippocampal neurons at 4 DIV using Click-iT Nascent RNA Capture Kit (C10365, ThermoFisher Scientific) following manufacturer’s instruction. Briefly, 0.2 mM 5-ethynyl uridine (EU) ribonucleotide homolog was added to the neurons media to label new nascent RNA for 5 hr (pulse). After 5 hr, the media was replaced with normal media (without EU) for 9 hr (chase). Neurons were lysed at time 0 hr (right after 5 hr EU pulse) and at time 9 hr (after 9 hr of EU free media) and the RNA isolated using Qiagen RNeasy Mini kit (Cat.no 74104) according to manufacturer’s instruction. Biotin azide was then chemically bound to the EU containing RNA molecules and streptavidin magnetic beads were used to capture the newly synthesized pool of RNA. cDNA was generated by using SuperScript VILO cDNA synthesis kit (11754–050, ThermoFisher Scientific).

Real time PCR was performed using BioRad iTaq Universal SYBR-green Supermix (Cat.No. 172–5120) in a MX3000P (Agilent Technologies) apparatus with the following program: 95°C for 3 min; 95°C 10 s, 60°C 20 s for 40 cycles; 95°C 1 min and down to 55°C (gradient of 1°C) for 41 cycles (melting curve step). Delta Ct values were obtained using β-Actin as reference gene.

Student t-test was applied for statistical significance assessment.

Primers used:

TrkB common forward: 5’-AGCAATCGGGAGCATCTCT-3’

TrkB.FL reverse: 5’-CTGGCAGAGTCATCGTCGT-3’

TrkB.T1 reverse: 5’-TACCCATCCAGTGGGATCTT-3’

TrkC common forward: 5’-CCTGACACAGTGGTCATTGG-3’

TrkC.FL reverse: 5’-CTTGTCTTTGGTGGGGCTTA-3’

TrkC.T1 reverse: 5’-GACACATCCCCACTCTGGAC-3’

β-Actin forward: 5’-TACCACAGGCATTGTGATGG-3’

β-Actin reverse: 5’-TCTCAGCTGTGGTGGTGAAG-3’

### RNA seq analysis

RNA quality was assessed using an Agilent Bioanalyser. RNA integrity numbers (RIN) were observed to be greater than nine for all samples. Libraries were constructed from hippocampal total RNA using Illumina’s TruSeq Stranded Total RNA Kit (RS-122–2201). Three biological replicates were used for each of the two experimental groups: Ctrl mice (*Nes-Cre*) and N-cre-Fox1 mice (*Nes-Cre;R26-Rbfox1*^flox/+^) of about 3 months of age and in the C57BL/6 background. Deep-sequencing was performed on an Illumina HiSeq 4000 in paired-end mode with a read length of 150 base-pairs.

The sequencing quality of the 99–153 million reads per sample was evaluated using FastQC (version 0.11.5), Preseq (version 2.0.3), Picard tools (version 1.119) and RSeQC (version 2.6.4). Reads were trimmed using Cutadapt (1.18) to remove adapter sequences, prior to mapping to the mm10 mouse reference genome using STAR (version 2.5.2b) in two-pass mode. Gene and transcript expression levels were quantified using RSEM (version 1.3.0) with gencode’s M16 mouse annotation. EBSeq (version 1.22.1) was used to test for differential isoform expression between experimental conditions. Group-based TPM filtering was applied to remove lowly expressed transcripts. Significant differentially expressed isoforms were identified with a false-discovery rate ≤0.05. The R package clusterProfiler (version 3.10.1) was used for gene ontology (GO) enrichment analysis of the significant differential expressed gene-isoforms identified by EBSeq. Significant over-represented biological process GO terms were identified with a q-value less than 0.05. The RNA-seq data generated for this study have been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE136253.

### iCLIP analysis

CLIP sequencing data (Damianov et al., 2016) (GSE76475) was downloaded from SRA using sratoolkit (version 2.9.2). Sequencing was done on Illumina HiSeq-2000 and pooled libraries were sequenced at a sequencing depth of ~15–18 million reads per sample. Sequencing quality was assessed using FastQC (version 0.11.5), Preseq (version 2.0.3), Picard tools (version 1.119), and deeptools (version 2.5.0.1). Illumina sequencing adapters were trimmed from reads using cutadapt (version 1.14). Reads were aligned to the mouse genome version mm10 using BWA (version 0.7.15). Once the quality of the data was ensured, tracks suitable for viewing in IGV were downloaded from GEO (GSM1835189, GSM1835195). Bedops (version 2.4.30) and crossmap (version 0.2.7) were used to lift-over genomic coordinates from mm9 to mm10. BAM files were generated using bedtools (version 2.27.1).

### Cell lines

A *Rbfox1*-inducible cell line was established by using *Rbfox1* cDNA (ID:6821627, Dharmacon) and the Flp-In T-Rex 293 Cell Line system (R78007, ThermoFisher Scientific) according to the manufacturer instructions. *Rbfox1* expression was induced by Doxycycline (D3447, Millipore-Sigma) 0.5 µg/ml. TrkB.T1 cDNA including the complete 3’UTR sequence (plasmid pLTM665) was transfected into the *Rbfox1*-Flp-In T-Rex 293 cells using X-tremeGENE 9 DNA Transfection Reagent (6365779001, Millipore-Sigma).

Neuro-2a (N2A) neuroblastoma cells (ATCC, CCL-131) were transfected using TrkB.T1 cDNA including the complete 3’UTR sequence (plasmid pLTM665) in order to generate a stable N2A line expressing TrkB.T1 w/3’UTR. *Rbfox1* cDNA (ID:6821627, Dharmacon) was transiently transfected using X-tremeGENE 9 DNA Transfection Reagent (6365779001, Millipore-Sigma).

A HEK293 cell line with stable expression of TrkB.FL (HEK293-p618-2) was generated by transfecting HEK293 cells (ATCC, CRL-1573) with a TrkB.FL expression plasmid using X-tremeGENE 9 DNA Transfection Reagent (6365779001, Millipore-Sigma) and by puromycin selection. TrkB.FL expressing HEK293-p618-2 were transiently transfected with TrkB.T1 expressing plasmid by using X-tremeGENE 9 DNA Transfection Reagent (6365779001, Millipore-Sigma) and starved for 5 hr in serum free media (DMEM) before treatment with recombinant *BDNF*. All cell lines tested negative for mycoplasma.

### Electrophysiology

Coronal mouse brain slice for electrophysiological recording containing dorsal hippocampus was prepared according to Ting et al. (2014). Briefly, 3 months-old mice were placed under deep Avertin anesthesia (250 mg/kg) and transcardially perfused with 25–30 mL of cold (10 C) carbogenated N-methyl-D-glucamine ACSF. Brains were extracted from the skull within 1 min, sectioned at 300 µm (Leica VT1200 vibratome) and appropriately incubated before recording (for all solutions and the complete procedure see section 2.1 on Materials and 3.1 Methods in Ting et al., 2014). For the electrophysiological recording, the slice was placed in a recording chamber under microscope (Zeiss Axioskop 2fs) and perfused with ACSF (2 ml/min; 28 C). A Teflon-coated concentric platinum–iridium electrode (FHC, ME USA) was placed in the stratum radiatum in the CA1 area of the dorsal HC, 300–400 µm from the recording electrode. Borosilicate glass recording electrodes were pulled (Sutter Instruments P90), ACSF filled to get 4–7 MΩ resistance, and placed in the apical dendritic region of CA1 pyramidal neurons. Field excitatory postsynaptic potentials (fEPSPs) were recorded in CA1 by activation of the Schaffer collaterals. An input-output curve was initially obtained by gradually increasing the stimulus intensity until the fEPSP reached a plateau. After which the stimulus was reduced to obtain an fEPSP that was 50% of the maximum level. Baseline recording was obtained by stimulating the slice every 20 s for approximately 45 min. Once the baseline was stabilized to obtain LTP, BDNF infusion was initiated and continued for 20 min (20 ng/ml; 2 ml/min). Recording was continued for 50 min. Field potential was recorded (Multiclamp 700b; Axon Instruments), digitized (10 kHz Digidata 1324), low-pass filtered (3 kHz, eight-pole Bessel), and stored (Clampex 9.2; Axon Instruments). Signals were analyzed off line (Clampfit 9.2; Axon Instruments), and the size of the fEPSP was evaluated by measuring the initial slope of the signal expressed as percentage of the variation from the baseline value (average of 5 min before the BDNF infusion). n = indicates the number of hippocampal slices analyzed (from ≥3 mice). One-way ANOVA followed by Tukey’s multiple comparisons test was applied for statistical significance assessment.

### Statistics

Statistical significance was calculated using nonpaired two-tailed Student’s t-test. One-way ANOVA followed by Tukey’s multiple comparisons test was used for analysis of multiple groups (Figure 8, Figure 8—figure supplement 1). All data are reported as mean ± SEM. ns = p > 0.05, * = p ≤ 0.05, ** = p ≤ 0.01, *** = p ≤ 0.001. n values for each individual experiment are indicated in the figure legends. GraphPad-Prism software was used to analyze data.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for Table 1 and 2. The RNA-seq data generated for this study have been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE136253. The following dataset was generated: Tomassoni-ArdoriFKuhnSKopardeVTessarolloL2019Rbfox1 up-regulation impairs BDNF-dependent hippocampal LTP by dysregulating TrkB isoform expression levelsNCBI Gene Expression OmnibusGSE13625310.7554/eLife.49673PMC671540431429825 The following previously published dataset was used: DamianovALinCLeeJMartinKCBlackDL2016Co-regulation of splicing by Rbfox1 and hnRNP MNCBI Gene Expression OmnibusGSE71468

How the deposited data were processed for this re-analysis (not part of the article)

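RNA-seq of hippocampi was analysed for 3 N-cre and 3 N-cre;Fox1 mice, each 3 months old. The authors trimmed the reads with Cutadapt, mapped them to mm10 with STAR and quantified isoforms with RSEM on a GENCODE annotation. They deposited the expected counts of 133944 isoforms, which are not normalized and not filtered, and of which 81.9% to 82.7% of the values above 0 in each mouse are not whole numbers. The authors called isoforms with EBSeq after a filter on the TPM of the groups, whose minimum the paper's text does not name. Neither step is part of the deposited expected counts. The genotype and the replicate number of each mouse were taken from the sample labels.

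Isoforms were tested on expected counts rounded to whole numbers, and genes on the sums of their isoforms by gene symbol, which do not depend on how RSEM divided the reads of a gene between its isoforms. Of the 53354 gene symbols, 150 stand for more than 1 gene identifier. Positions, exons and lengths were taken from a later GENCODE annotation of mm10, in which 130921 of the isoforms have the same identifier and version. Low counts were removed with filterByExpr of edgeR 4.0.16, at a minimum count of 10 and a minimum total count of 15. The genotypes were compared in R 4.3.3 with edgeR's quasi-likelihood test (robust, TMM normalization, genotype as the only term), with Benjamini-Hochberg adjustment over all isoforms or genes tested and a threshold of 0.05. Shares of isoforms were compared with exact permutation tests in R 4.3.3. The 15 gene lists were tested with camera in limma 3.58.1, at an inter-gene correlation of 0.01 on limma-voom weights, and with fry. They held markers of astrocytes, neurons, oligodendrocytes, oligodendrocyte precursors, microglia, endothelium, choroid plexus, CA1 pyramidal cells, CA3 pyramidal cells, dentate gyrus granule cells, and thalamus and striatum, and genes of synapse organization, neurotransmitter secretion, axon development and neuronal activity. The share of called genes within 20 Mb of Gt(ROSA)26Sor, where the transgene was placed, was compared with that elsewhere by Fisher's exact test.

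The tests, gene lists, alternatives and the rule for naming genes were set before the data were examined. By this rule the text names genes and isoforms that the paper names with its RNA-seq data or that belong to the Trk and Rbfox families, Nnt as a check of the strain, up to 5 isoforms and 3 genes in each direction with the largest change among those past the threshold with a mean count of at least 100 and no overlap between the genotypes, and members of lists past the threshold. The alternatives were DESeq2's size factors, upper quartile normalization, no filter beyond 1 count in total, at least 10 counts in every mouse, the Wald test of DESeq2 1.42.0, limma-voom, expected counts that were not rounded, the replicate number as a block, an adjusted p under 0.01, a fold change of at least 1.5, and each mouse left out in turn. A term for the mice with Xist counts above 1000, and an empirical Bayes model of isoform counts written after EBSeq, which was not installed, were added after the data were seen. This model used isoforms with a group TPM of at least 0.5 or 1, from the annotated lengths, and called isoforms at a posterior probability of no change of up to 0.05. It was fitted with SciPy 1.17.1. No gene ontology analysis was made, because no annotation of terms was given, and the overlap of the paper's lists was not tested, because the copies hold fewer isoforms than Figure 5B.

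The fits were tested on simulated data with the means and dispersions of these libraries, in which 200 of 50556 isoforms or 200 of 18924 genes were changed by a factor of 2. For isoforms, edgeR called 100 of the 200, and 16.0% of its 119 calls were false, while DESeq2 called 153, with 49.8% of 305 calls false, and limma-voom 87, with 13.0% of 100 calls false. For genes, edgeR called 196 of the 200, with 11.3% of 221 calls false, DESeq2 197, with 19.9% of 246 calls false, and limma-voom 196, with 7.98% of 213 calls false. The empirical Bayes model, run here without its TPM filter, called 159 of the 200 isoforms, with 81.3% of 852 calls false. These shares lie above the nominal 5% for each tool. They depend on the 200 changes that were set, so they are not the false shares among the real calls. Camera called the 1 shifted list and 0 of the others. The genes were simulated independently of each other, so this does not test camera for lists whose genes move together.

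The depth per mouse was 40463587 to 62141336 read pairs in N-cre and 54352011 to 59362399 in N-cre;Fox1 mice, and the 10 genes with the most counts took 5.99% to 6.37% of them. At this depth counting error is small for abundant isoforms, and the spread between 3 mice per genotype limits the precision.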

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

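The tests of the chromosome 6 gene pair, of chromosome 6 as a whole and the splits by Xist were chosen after seeing the results. So were the further tests of the activity-regulated genes, while their list and its camera test were set before the data were examined. The other tests of this part were not chosen after seeing the results.

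The paper lists its changes in N-cre;Fox1 mice by isoform. Of the sums of the isoforms of each gene, 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In N-cre;Fox1 mice the log2 fold change was 0.59 for Suclg1, 0.66 for Tmsb10, 0.52 for Sspn and 0.43 for Bcas1, each higher in 3 of 3 mice, and -0.57 for Daam2, lower in 3 of 3 mice. The adjusted p was 0.00103 for Suclg1, 0.00146 for Tmsb10 and Daam2, and 0.0155 for Sspn and Bcas1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives with all 6 mice and genotype, alone or with the term for Xist, in edgeR, limma-voom and DESeq2, the adjusted p was at most 0.00162 for Suclg1, 0.00309 for Daam2, 0.00416 for Tmsb10, 0.0201 for Bcas1 and 0.0183 for Sspn. In the 6 edgeR fits that each left out a mouse, Suclg1 and Daam2 kept an adjusted p under 0.05. Tmsb10 had an adjusted p of 0.140 in edgeR's test without N-cre replicate 2. Bcas1 and Sspn lost their calls in 4 of these fits, without each N-cre mouse and without N-cre;Fox1 replicate 3, with adjusted p-values in edgeR's test of up to 0.307 for both, without N-cre replicate 2.

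Of the 10 splits of the 6 mice into 3 against 3, 1, the split by genotype, gave as many genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the 9 other splits gave 0 to 2, or 0 to 1 in the 5 of them with 1 mouse with high Xist on each side. With 10 splits the share cannot fall under 0.1, so for the 5 genes the genotype and a chance difference between mice cannot be told apart by this count. A difference in sex between the groups is argued against, because Xist was high and the Y-linked transcripts near absent in 1 mouse of each group, replicate 1. Of the 5 genes, 3, Suclg1, Tmsb10 and Sspn, lie on chromosome 6, which also carries the transgene at Gt(ROSA)26Sor in an allele made in stem cells of another strain. A passenger segment of that strain within 20 Mb is argued against as the cause, since the 3 genes lie farther away and 0 of the 301 genes tested there had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 5.98% had an unadjusted p under 0.05, against 6.20% elsewhere (Fisher's exact test, two-sided, p = 1). Sspn lies 32.9 Mb, Suclg1 39.8 Mb and Tmsb10 40.1 Mb from the allele. On chromosome 6 as a whole 3 of 985 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, against 2 of 17927 elsewhere (Fisher's exact test, two-sided, p = 0.00130), while 5.58% and 6.23% had an unadjusted p under 0.05 (p = 0.455). A segment of that strain farther than 20 Mb from the allele that changes few genes would give this too, so it and an effect of the transgene on the 3 genes cannot be told apart by these shares. Suclg1 and Tmsb10 are 290 kb apart, and another segment that differs between the groups could raise both. Within 2 Mb of the pair 4 of 41 other genes had an unadjusted p under 0.05, or 9.76%, against 6.17% elsewhere (Fisher's exact test, two-sided, p = 0.319). With 41 genes, such a segment and an effect of the transgene on Suclg1 and Tmsb10 cannot be told apart. The paper lists an isoform of each of the 5 genes as called, and 4 of these isoforms as also changed in the Rbfox1 knockout. In the paper's knockout values Tmsb10-203, at 0.64 on the log2 scale, and Daam2-203, at -0.28, went in the direction seen here, and Bcas1-208, at -0.69, and Sspn-201, at -0.51, went in the opposite direction. With 2 isoforms each way, an effect of Rbfox1 up-regulation on the 5 genes stays open.

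Genes that neuronal activity induces, which the paper's text does not treat as a group, were higher in N-cre;Fox1 mice as a list. Their median log2 fold change was 0.41, with 11 of 12 genes higher, and camera with an inter-gene correlation of 0.01 gave a Benjamini-Hochberg adjusted p of 3.73e-07 over the 15 lists. All 12 genes are expressed in these hippocampi with a mean normalized count of at least 100. In edgeR's quasi-likelihood test 0 of them had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without N-cre;Fox1 replicate 1, 4 of them, Fos, Egr2, Egr4 and Junb, had an adjusted p under 0.05 in edgeR's test, and in DESeq2's Wald test with all mice and Benjamini-Hochberg adjustment 2, Egr4 and Fosb, did. The genes move together, with an estimated correlation of 0.779, and with this correlation camera gave an unadjusted p of 0.130. The mean log2 level of the list relative to the N-cre mice was -0.06 in N-cre;Fox1 replicate 1, 0.58 in replicate 2 and 0.65 in replicate 3. Without N-cre;Fox1 replicate 1 the median log2 fold change was 0.57. Of the 10 splits of the mice, 3 gave a camera p for this list as small as the genotypes did, and both of the others among these 3 put the 2 mice with high Xist on one side. Of the 6 splits with 1 such mouse on each side, 1, that by genotype, did, with an unadjusted camera p of 2.49e-08 against at least 1.39e-07 in the 5 others. With 6 splits the share is never small, so the genotype and a chance difference between mice cannot be told apart here with 6 mice. A more active state of the neurons at dissection may have raised the counts of Bdnf. The normalized count of Bdnf-209 was 554 in N-cre;Fox1 replicate 1, where the list was not raised, 543 and 593 in replicates 2 and 3, and 443, 336 and 322 in N-cre replicates 1, 2 and 3, which goes against that explanation, but with 1 such mouse it and an effect of the genotype on Bdnf cannot be told apart. An effect of Rbfox1 up-regulation on neuronal activity stays open and was not tested.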

How the results depend on the processing

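The term for Xist and the empirical Bayes model were chosen after seeing the data, and the other alternatives were not.

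The number of isoforms with an adjusted p under 0.05 was 0 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2419 at an unadjusted p under 0.05. It was also 0 with DESeq2's size factors, upper quartile normalization, limma-voom, the term for Xist, an adjusted p under 0.01, a fold change of at least 1.5 and in the 6 fits that each left out a mouse. It was 10 with no filter beyond 1 count in total, 6 with at least 10 counts in every mouse, 1 with expected counts that were not rounded and 215 in DESeq2's Wald test. The empirical Bayes model called 666 isoforms at a group TPM of at least 0.5, 352 higher and 314 lower, and 566 at a group TPM of at least 1. The cause was not tested.

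The number of genes with an adjusted p under 0.05 was 5 in edgeR's quasi-likelihood test, 45 with no filter, 50 in DESeq2's Wald test and 11 with the term for Xist, and each of these sets held the same 5 genes. The 6 fits that each left out a mouse gave 2 to 28 genes, with 2 without N-cre replicate 2, 3 without N-cre replicate 3 or N-cre;Fox1 replicate 3, and 28 without N-cre;Fox1 replicate 1. The cause was not tested.

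The log2 fold change of TrkB.T1 was 0.23 to 0.25 under the alternatives with all 6 mice and 0.22 to 0.27 with each mouse left out. It passed the threshold over all isoforms in DESeq2's Wald test, at a log2 fold change of 0.24, and in the empirical Bayes model, at 0.24 with either TPM minimum, and the cause was not tested. TrkB.T1 was the 1 Ntrk2 isoform with an adjusted p under 0.05 over the Ntrk2 isoforms alone in each fit of edgeR, limma-voom and DESeq2, including those that left out a mouse. TrkB.FL fell under each alternative, by 0.06 to 0.13 with each mouse left out, and passed the threshold under none. The share of TrkB.T1 rose by 5.74 percentage points among TrkB.T1 and TrkB.FL alone, and by 4.21 to 5.77 with each mouse left out. The log2 fold change of the Rbfox1 gene changed sign with a mouse left out, from -0.033 without N-cre;Fox1 replicate 1 to 0.076 without N-cre;Fox1 replicate 2. Rbfox2 had log2 fold changes from -0.09 to -0.05 and Bdnf from 0.18 to 0.42 with each mouse left out, both without a call.

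The number of gene lists with an adjusted p under 0.05 was 3 with camera at a correlation of 0.01, 0 with fry and 0 with camera and the correlation estimated. With each mouse left out it was 1 to 7, with 1 without N-cre replicate 1, 5 without N-cre replicate 3 or N-cre;Fox1 replicate 1, and 7 without N-cre;Fox1 replicate 2. The cause was not tested. Near Gt(ROSA)26Sor 0 genes had an adjusted p under 0.05 within 20 Mb, where 18 had an unadjusted p under 0.05, and the number was also 0 within 10 Mb, for isoforms and in each fit that left out a mouse. Of the isoforms listed for the knockout, 21 had the knockout's direction with DESeq2's size factors, and 21 to 22 with each mouse left out.

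Some single genes and isoforms changed sign. Camta1 had a log2 fold change of -0.00097 with upper quartile normalization. That normalization also lowered the median log2 fold change of all genes, from -2.4e-05 to -0.010, so this sign change is not specific to Camta1. Ntrk2-206 had one of 0.55 with limma-voom. With each mouse left out, the log2 fold change was -0.0090 to 0.044 for Camta1, -0.049 to 0.041 for Rbfox3, -0.026 to 0.017 for Ntrk3, -0.049 to 0.028 for Sirt1, -0.10 to 0.019 for Rbfox1-201, -0.82 to 0.16 for Ntrk2-206, -0.12 to 1.48 for Ntrk2-207 and -0.12 to 0.48 for Ntrk2-208. Over the other named genes, isoforms and lists and all settings, 322 results stayed as they were, 22 became weaker, 11 stronger and 17 changed sign. These counts leave out TrkB.T1, TrkB.FL and the gene sums of Rbfox1, Rbfox2 and Bdnf. The Rbfox1 sum changed sign in 3 more fits, each with a mouse left out. The cause was not tested.

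The replicate numbers do not pair the mice, because the deviations of same-numbered mice from their group means correlated at 0.378, -0.0951 and -0.211. With the replicate block 0 isoforms and 5 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 1930 isoforms at an unadjusted p under 0.05, and 3 gene lists in camera. Sspn was not called with the block, and Ntrk2-206 had a log2 fold change of 0.083.

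The depth limits the isoforms with few counts, such as Ntrk2-206 with a mean normalized count of 11.9, whose direction cannot be read from these libraries.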

Differences from the paper's values

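The copy of the paper's Supplementary file 1 lists 531 isoforms as called, while 0 isoforms had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2419 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, and the nearest was DESeq2's Wald test with 215. The empirical Bayes model, which was chosen after seeing the values, called 666 isoforms at a group TPM of at least 0.5 and 566 at a group TPM of at least 1, both within 1.5 times the paper's number. It called 497 of the 527 listed isoforms that it tested at a TPM of 0.5, and 452 of 497 at a TPM of 1, and called 169 and 114 isoforms that are not listed. The paper lists TrkB.T1, Rbfox1-202, Nnt-201, Nnt-202 and Bdnf-209, of which 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 5 an unadjusted p under 0.05. DESeq2's Wald test called the first 4, and the empirical Bayes model called all 5.

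The paper's text gives an increase of Rbfox1 mRNA of 25% in N-cre;Fox1 hippocampus, as data not shown. The sum of the Rbfox1 isoforms differed by 0.788% here, a change of 96.5 ± 746 (standard error) normalized counts. The SD of the summed normalized count was 427 in N-cre and 1223 in N-cre;Fox1 mice, the latter 8.25% of the N-cre mean. None of the alternatives set before the data were examined raised the sum by 25%, and the highest value was 5.41%, without N-cre;Fox1 replicate 2. The sum counts reads over whole isoforms, of 3061 nt for Rbfox1-201 and 1191 nt for Rbfox1-202. The product of the paper's Rbfox1 qPCR primers has 132 nt. These are unlike measures, so the sum does not decide whether a qPCR of that product rises by 25%. The isoform Rbfox1-202 alone, chosen after seeing the values, rose by 28.4%, while the Rbfox1 primers of the paper's qPCR methods both lie in Rbfox1-201 as well as in Rbfox1-202.

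The paper states that TrkB.T1 is the only significantly changed Ntrk2 isoform, while 0 Ntrk2 isoforms had an adjusted p under 0.05 over all isoforms in edgeR's quasi-likelihood test, and 1, TrkB.T1, had an unadjusted p under 0.05.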

Other observations

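The tests of the TrkB.T1 count and Rbfox1-202 and the splits by Xist and under the empirical Bayes model were chosen after seeing the results. So were the further tests of the astrocyte markers, while their list and its camera test were set before the data were examined. The other tests of this part were not chosen after seeing the results.

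Splits of the 6 mice that mix the genotypes were used to see how many isoforms are called without a difference in genotype. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the genotypes gave 0 isoforms with an adjusted p under 0.05, with 2419 at an unadjusted p under 0.05, and the 9 other splits gave 0 to 2. With a count of 0 for the genotypes, all 10 splits give as many by construction, so this count decides nothing. In DESeq2's Wald test the genotypes gave 215 isoforms and the other splits 105 to 250, with a median of 130, and 2 of the 10 splits gave as many. For genes in DESeq2's Wald test the genotypes gave 50 and the other splits 0 to 149, and 3 of the 10 splits gave as many. In the empirical Bayes model the genotypes gave 666 isoforms at a group TPM of at least 0.5 and the other splits 408 to 694, and 2 of the 10 splits gave as many. At a group TPM of at least 1 the genotypes gave 566 and the other splits 288 to 514, and 1 of the 10 splits, that by genotype, gave as many. This model is not EBSeq, and 81.3% of its calls on simulated data were false. For gene lists in camera 8 of the 10 splits gave as many as the 3 of the genotypes. The splits are not alike, since 4 of them put both mice with high Xist, replicate 1 of each genotype, on one side and so also compare the sexes, and the mixed splits that reached the genotypes' counts in DESeq2 and the empirical Bayes model are among these 4. The 5 mixed splits with 1 such mouse on each side gave 105 to 177 isoforms and 0 to 20 genes in DESeq2's Wald test, 408 to 600 and 288 to 474 isoforms in the empirical Bayes model at a group TPM of at least 0.5 and 1, and 2 to 8 gene lists in camera. Of these 6 splits, that by genotype included, 1 gave as many isoforms or genes and 5 gave as many lists. Because 10 splits cannot give a share under 0.1, nor 6 splits a smaller one, the calls of the genotypes in DESeq2, the empirical Bayes model and camera and those that chance groupings of mice give cannot be told apart by these counts.

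The higher count of TrkB.T1 in N-cre;Fox1 mice was weighed against technical explanations. A difference in library size is argued against by the rise of the share of TrkB.T1 within Ntrk2 by 5.09 percentage points, which library size does not change. If RSEM had moved counts to TrkB.T1 from the other Ntrk2 isoforms, the sum would have stayed the same. TrkB.T1 gained 2687 ± 423 (standard error) normalized counts, the other isoforms together changed by -487 ± 538 (standard error) and the sum rose by 2201 ± 768 (standard error), which argues against moved counts as the whole cause. TrkB.T1 could also rise with more RNA of astrocytes, whose markers were tested in these hippocampi. For 7 of the 10 astrocyte markers, all of which are expressed here and none of which is in another list, the log2 fold change plus 2 standard errors lay below that of TrkB.T1, among them Slc1a2 at 0.12, Gja1 at 0.10 and Slc1a3 at -0.02, with mean normalized counts of 112874, 11473 and 31682. This argues against more astrocyte RNA as the whole cause. A smaller part stays open, because 4 markers, Gfap, at a log2 fold change of 0.38, Aqp4, at 0.21, Slc1a2 and Gja1, were higher in 3 of 3 N-cre;Fox1 mice and had an adjusted p under 0.05 over the list alone in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Gfap, a lower share of neurons is argued against as the whole cause, since for 26 of 30 markers of oligodendrocytes, microglia and endothelium the log2 fold change plus 2 standard errors lay below that of Gfap. A small loss of neuron RNA stays open, because 10 of 10 neuron markers were lower, with a median log2 fold change of -0.01, 0 with an adjusted p and 0 with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. A change within astrocytes, and an effect of Rbfox1 up-regulation on TrkB.T1, stay open and were not tested further.

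Rbfox1-202 gained 512 ± 87.7 (standard error) normalized counts in N-cre;Fox1 mice, and its share of the Rbfox1 counts rose from 12.2% to 15.5%. Reads of the transgene cDNA could raise it. The sum of the Rbfox1 isoforms changed by 96.5 ± 746 (standard error), an error wider than the gain of Rbfox1-202, so reads added by the transgene and reads divided otherwise between the isoforms cannot be told apart.

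Some isoforms were near absent in 1 genotype and present in the other. With at least 30 normalized counts in each mouse of 1 genotype and at least 8 times the counts of the other, 25 isoforms of 24 genes switched, 8 higher and 17 lower in N-cre;Fox1 mice. The median absolute log2 fold change of the sums of these genes was 0.052, and 1 of the 24 sums had an unadjusted p under 0.05. If RSEM had moved counts between isoforms of a gene, another isoform would have moved the opposite way, and 8 of the 25 had another isoform that did so with an unadjusted p under 0.05. A small change of the sum is also what a change of splicing gives, or a switching isoform that is a small part of its gene. Moved counts and a change of splicing thus cannot be told apart for the set. Of the 10 splits of the mice 1, that by genotype, gave as many switching isoforms, and the 9 others gave 10 to 24, so the genotype and chance cannot be told apart by this count. Adamts4-202 and Adamts4-203, chosen after their values were seen, both have 9 exons and differ by 3 nt. These lie at the ends, from 171250421 to 171260637 against 171250423 to 171260636, which argues against a change of splicing for this pair. Their normalized counts were 41.1 ± 17.4 (SD, n = 3) and 1400.1 ± 155 (SD, n = 3) in N-cre and 1446 ± 421 (SD, n = 3) and 60.1 ± 39.5 (SD, n = 3) in N-cre;Fox1 mice. Nnt-201 had a log2 fold change of -1.51 and Nnt-202 of 2.19, while the sum of the Nnt isoforms had 0.08.

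Of the other gene lists, markers of CA1 pyramidal cells had a median log2 fold change of -0.09, with 5 of 5 genes lower, and markers of thalamus and striatum of -0.15, with 6 of 8 lower, each with a Benjamini-Hochberg adjusted p of 0.0368 in camera at a correlation of 0.01. None of the 3 lists called by camera, that of activity-regulated genes included, was called by fry, with adjusted p-values of at least 0.948, or by camera with the correlation estimated, with adjusted p-values of at least 0.651. The CA1 list lost its call without N-cre replicate 1, with a median of -0.04, and without N-cre;Fox1 replicate 2, with a median of -0.03. The thalamus and striatum list lost it without N-cre replicate 1, N-cre replicate 2, N-cre;Fox1 replicate 1 or N-cre;Fox1 replicate 3, with medians from -0.18 to -0.06 on the log2 scale. The other 12 lists, those of synapse organization, neurotransmitter secretion and axon development included, had adjusted p-values from 0.310 to 0.712 in camera. The median log2 fold change was -0.02 for markers of astrocytes, -0.01 for neurons, 0.00 for oligodendrocytes, 0.01 for oligodendrocyte precursors, 0.00 for microglia, 0.02 for endothelium, 0.02 for CA3 pyramidal cells and 0.06 for dentate gyrus granule cells. For choroid plexus it was 0.96, with the list far above the other mice in N-cre replicate 3, at 2.68, and N-cre;Fox1 replicate 2, at 3.78. When adjusted over the list alone in edgeR's quasi-likelihood test, 4 astrocyte markers and 1 oligodendrocyte precursor marker had an adjusted p under 0.05, and 0 genes of the other lists did. Apart from a lower share of neurons for the astrocyte marker Gfap, given above, no biological explanation was tested for these lists.

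The 3′ UTR of TrkB.T1 holds 6 GCATG motifs and that of TrkB.FL 5 in the annotation of mm10. The log2 fold change of the summed isoforms was -0.01 for Ntrk3, 0.03 for Tra2b, 0.01 for Camta1, -0.01 for Sirt1 and -0.01 for Rbfox3.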
